# Single-cell quantification of a broad RNA spectrum reveals unique noncoding patterns associated with cell types and states

**DOI:** 10.1073/pnas.2113568118

**Published:** 2021-12-15

**Authors:** Alina Isakova, Norma Neff, Stephen R. Quake

**Keywords:** single-cell RNA-seq, noncoding RNA, cell cycle, differentiation

## Abstract

The ability to interrogate total RNA content of single cells would enable better mapping of the transcriptional logic behind emerging cell types and states. However, current single-cell RNA-sequencing (RNA-seq) methods are unable to simultaneously monitor all forms of RNA transcripts at the single-cell level, and thus deliver only a partial snapshot of the cellular RNAome. Here we describe Smart-seq-total, a method capable of assaying a broad spectrum of coding and noncoding RNA from a single cell. Smart-seq-total does not require splitting the RNA content of a cell and allows the incorporation of unique molecular identifiers into short and long RNA molecules for absolute quantification. It outperforms current poly(A)-independent total RNA-seq protocols by capturing transcripts of a broad size range, thus enabling simultaneous analysis of protein-coding, long-noncoding, microRNA, and other noncoding RNA transcripts from single cells. We used Smart-seq-total to analyze the total RNAome of human primary fibroblasts, HEK293T, and MCF7 cells, as well as that of induced murine embryonic stem cells differentiated into embryoid bodies. By analyzing the coexpression patterns of both noncoding RNA and mRNA from the same cell, we were able to discover new roles of noncoding RNA throughout essential processes, such as cell cycle and lineage commitment during embryonic development. Moreover, we show that independent classes of short-noncoding RNA can be used to determine cell-type identity.

## Significance

Each individual cell transcribes nearly 85% of the genome. However, when it comes to the analysis of cellular RNA, most studies are still only looking at the 3% that correspond to protein-coding transcripts. The role and abundance of the remaining RNAs across individual cells remain largely unknown. In the present study we describe Smart-seq-total, an RNA-sequencing method that delivers a broad picture of the total cellular RNA content. Using Smart-seq-total, we analyzed the content of hundreds of human and mouse cells and showed that the noncoding RNA content of cells significantly differs across cell types and dynamically changes throughout the vital processes of a cell, such as cell cycle and cell differentiation.

Efforts in characterizing transcriptional states of single cells have so far mostly focused on protein-coding RNA (1–4). However, a growing number of studies indicate that noncoding RNAs (ncRNAs), are actively involved in cell function and specialization (5–8). Importantly, compared to the coding RNA, which is transcribed from only ∼1 to 2% of the genome, ncRNA constitutes a major fraction of all cellular transcripts and covers ∼70% of the genomic content (9). The role of these transcripts in shaping different cell types and states remain poorly understood.

Several groups have developed techniques to measure ncRNA in single cells (10–15). The respective methods, however, are designed to target only a subset of noncoding transcripts, which are either short (∼18 to 200 nt; e.g., microRNA) (11, 16), long (>200 nt, e.g., long ncRNA [lncRNA] or circular RNA [circRNA]) (10, 14, 17, 18), or limited to specific types of RNA molecules, such as miRNA–mRNA pairs, for example (10, 12). None of the existing methods are able to simultaneously quantify all RNA types within a cell. This limits the ability to map the regulatory connection between coding and noncoding transcripts within a cell and motivates the need for the development of novel single-cell technologies capable of assaying both poly(A)^+^ and poly(A)^−^ RNA, irrespective of transcript length.

In the present study we describe Smart-seq-total, a scalable one-pot method designed to capture both coding and noncoding transcripts regardless of their length. Inspired by the widely used Smart-seq2 protocol (19), this method harnesses the template-switching capability of MMLV reverse transcriptase to generate full-length cDNA with high yield and quality. Smart-seq-total captures nonpolyadenylated RNA through template-independent addition of polyA tails and further oligo-dT priming of all cellular transcripts. Because all RNA molecules are reverse transcribed using oligo-dT, they can also be tagged with unique molecular identifiers (UMIs) at that step. Therefore, Smart-seq-total simultaneously quantifies the levels of mRNA alongside other RNA types in the same cell, which permits: 1) the annotation of cell types and states based on mRNA and integration of this data with the existent single-cell RNA-sequencing (scRNA-seq) datasets, and 2) the discovery of noncoding regulatory patterns of the respective states.

## Results

Smart-seq-total relies on the ability of *Escherichia coli* poly(A) polymerase to add adenine tails to the 3′ prime of RNA molecules. Total polyadenylated RNA is then reverse-transcribed using anchored oligo dT, in the presence of the template switch oligo (TSO) (20) (Fig. 1*A*). Compared to previous studies that explored similar approaches to construct libraries from total RNAs (21, 22), Smart-seq-total utilizes an optimized version of the TSO (19), specifically engineered to be rapidly eliminated from the reaction through enzymatic digestion directly following the reverse transcription. This allows us to remove the “contaminant” constructs, originating from polyA-tailing and mispriming of TSO, which otherwise dominate the resulting sequencing library and render the short RNA transcripts undetectable (*SI Appendix*, Fig. S1 *A* and *B*). Additionally, we employ a CRISPR-mediated removal of overrepresented sequences, which allows us to eliminate the majority of the sequences corresponding to ribosomal RNA from the final library in a single-pool reaction (23) (targeting rRNA regions and other abundant RNA molecules) (*SI Appendix*, Fig. S1 *A* and *B* and Table S1).

**Fig. 1.**
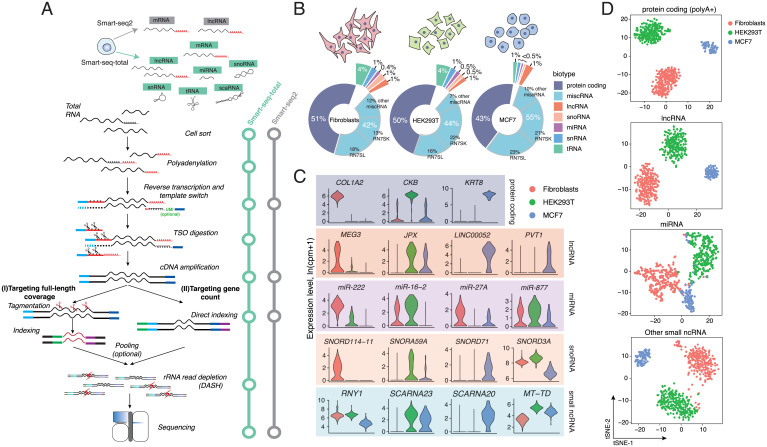
Smart-seq-total performance. (*A*) Schematic comparison of Smart-seq2 and Smart-seq-total pipelines. Following cell lysis, total cellular RNA is polyadenylated, primed with anchored oligodT, and reverse transcribed in a presence of the custom degradable TSO. After reverse transcription, TSO is enzymatically cleaved, single-stranded cDNA is amplified and cleaned up. Amplified cDNA is then either tagmented or directly indexed, pooled, and depleted from ribosomal sequences using DASH (23). The resulting indexed libraries are then pooled and sequenced on Illumina platform. (*B*) Distribution of mapped reads across RNA types in human primary fibroblasts, HEK293T, and MCF7 cells. Percentage of total reads mapped to each RNA type. miscRNA class is additionally split into RN7SK, RN7SL, and other miscRNA categories. (*C*) Examples of coding and noncoding marker genes for each cell type. Top exemplary markers per biotype computed among cell types using Wilcoxon rank sum test. *RNY1* belongs to miscRNA, *SCARNA23* and *SCARNA20* to scaRNA, *MT-TD* to mitochondrial tRNA class. (*D*) t-SNE plots of three profiled human cell types generated using indicated subset of genes. From top to bottom: protein coding, lncRNA, miRNA, and other small ncRNA (include snoRNA, snRNA, scaRNA, scRNA, and miscRNA). We have excluded histone coding genes from the protein coding (polyA+) set, since a large fraction of these RNAs are known to lack polyA tails (60).

When applied to single HEK293T cells, Smart-seq-total identified the full complement of mRNA as well as a broad spectrum of ncRNA genes, such as small nucleolar RNA (snoRNA), small Cajal body-specific RNA (scaRNA), histone RNA, and lncRNA. The majority of these molecules endogenously lack poly(A) tails and thus cannot be captured through a direct polyA-priming employed by Smart-seq2 (1) or other popular scRNA-seq methods (*SI Appendix*, Fig. S1 *C* and *D*). Among other ncRNA detected by Smart-seq-total are transfer RNAs (tRNAs) and mature miRNAs (*SI Appendix*, Fig. S1 *C* and *D*). To facilitate the quantitative comparison across RNA biotypes within a cell, we also implemented a UMI-compatible version of Smart-seq-total (v2) (*SI Appendix*, Fig. S2 *A*–*C*). 

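The UMI version of the protocol was deposited for 359 single HEK293T cells, a human embryonic kidney cell line. The authors' table holds whole-number counts, named by them as raw UMI counts, and gives an RNA type for each gene. For the processing of these reads the paper refers to its general description and to a web page, and the way UMIs were collapsed is not given in the sources used here, so the counts were used as deposited. Total counts ran from 192 to 628839 per cell with a median of 230376, and a median of 4010 genes had at least 1 count. Of the values above 0, 36.8% were a count of 1, against 13.0% in the read counts of the HEK293T cells prepared with the first protocol. No cell was left out, and 328 cells had at least 1000 genes. Shares of RNA types were taken over the summed counts of all cells, with exact Clopper-Pearson intervals at 95%. No label names separate cultures, so the cells make up 1 sample and no p-value was computed across them. Cells sequenced both with and without tagmentation were not analysed here.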

Like Smart-seq3, Smart-seq-total (v2) does not require a clean-up step after reverse transcription and thus is also potentially subject to random UMI incorporation during cDNA amplification (24). We show, however, that under the current protocol conditions these events are negligible (*SI Appendix*, Fig. S2 *D*–*F*). Both versions of Smart-seq-total are compatible with the Tn5-based fragmentation of cDNA in order to sequence full-length transcript coverage (*SI Appendix*, Fig. S3). The sensitivity of Smart-seq-total estimated based on external RNA control consortium (ERCC) capture is comparable to Smart-seq2 (*SI Appendix*, Fig. S3 *E* and *F*) (25). 

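In the UMI data of HEK293T cells, messenger RNA took most of the counts and snoRNA, miscRNA, lncRNA, snRNA, miRNA and scaRNA genes all had counts. Protein-coding genes held 63.5% of all counts and snoRNA 9.47% (95% interval 9.46 to 9.48). The share of miscRNA was 9.05%, of pseudogenes 7.08%, of lncRNA 3.76% and of snRNA 3.23%. miRNA genes held 0.689% of counts and scaRNA 0.363%. Among noncoding genes the largest shares belonged to RNY1 with 4.35% and RNY3 with 2.48%, the Y RNAs of Ro ribonucleoproteins, and to the snoRNA SNORA80E with 2.28%. RN7SK, a repressor of transcription elongation, and the RN7SL genes of the signal recognition particle together held 1.08%, against 33.3% in HEK293T cells of the first protocol. The first protocol gave a snoRNA share of 0.940%. After every cell was thinned to 42031 counts, a median of 80 snoRNA genes was found per cell in the UMI data and 16 in the first protocol, while the median over all genes was 2320 and 3876. UMI counts and PCR reads are unlike units, so equal counts are not equal depth. The large RN7SK and RN7SL share of the first protocol also lowers the shares of its other genes. According to the paper, RN7SK and RN7SL can be removed together with rRNA when CRISPR guides against them are used. Whether the guides differed between the libraries compared here was not examined. Shares varied between cells, and the 10th and 90th percentiles were 4.62% and 17.0% for snoRNA. Each protocol is 1 set of cells, so the difference between them has no replicate check.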

At the same time, Smart-seq-total detects a broader spectrum of RNA types than previous single-cell approaches and furthermore allows the incorporation of UMIs for absolute quantitation into both short and long RNA molecules (*SI Appendix*, Figs. S1 and S4).

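Read counts of single cells were deposited for 3 human cell types: primary dermal fibroblasts, HEK293T and MCF7, a luminal breast cancer line. The authors trimmed reads with cutadapt, aligned them with STAR, placed a read with several matches at 1 primary location, and counted genes, miRNA and tRNA with featureCounts. The table holds raw read counts for 58660 genes without UMIs. The filter of the paper's methods, at least 2000 genes and at most 2000000 reads, kept 277 of 278 fibroblasts, 244 of 260 HEK293T cells and 89 of 95 MCF7 cells. Counts per kept fibroblast ran from 53791 to 1863058 with a median of 482705. In HEK293T they ran from 58666 to 1996580 with a median of 815393, and in MCF7 from 55870 to 1998973 with a median of 624514. The paper gives its depth in sequenced reads, and all values here use counted reads. Counts were summed over the cells of a type and given as CPM, with exact Poisson intervals at 95%, or as shares with Clopper-Pearson intervals. PCR reads without UMIs are not independent molecules, so intervals and lower limits cover counting error only. The labels name no separate cultures and each cell type has its own libraries. A cell type is therefore 1 sample, there are no replicates, and cell type and library batch cannot be told apart. Genes with near-identical copies, such as histone, snRNA and many snoRNA genes, can share reads.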

To demonstrate the scalability of the method, we sequenced total RNA from individual human primary dermal fibroblasts (*n* = 277), HEK293T (*n* = 245), and MCF7 (*n* = 90) cells sorted in 384-well plates and processed in one-tenth of the standard Smart-seq2 volume (i.e., cells are sorted in 0.3 μL of lysis buffer and RNA is reverse-transcribed in 1 μL) (*Materials and Methods*) (19). We sequenced the libraries to obtain one to two million reads per cell, mapped, and counted the reads using the reference that contains both coding and noncoding transcripts (including miRNA, snoRNA, small nuclear RNA [snRNA], tRNA, and so forth). Within all three cell types, we identified a broad spectrum of transcripts, such as mRNA, miRNA, lncRNA, and snoRNA in each profiled cell (Fig. 1*B* and *SI Appendix*, Fig. S5). 

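Every kept cell of all 3 types had reads of messenger RNA, lncRNA, miRNA, snoRNA, scaRNA, snRNA, miscRNA and tRNA. Protein-coding genes held 41.6% of counts in fibroblasts, 44.2% in HEK293T and 42.1% in MCF7. miscRNA held 42.7%, 39.2% and 48.1% in the same order. tRNA took 7.29% of counts in fibroblasts, 5.22% in HEK293T and 1.58% in MCF7. snoRNA, which guide the modification of rRNA, had the lowest share in MCF7, 0.194% against 0.673% in fibroblasts and 0.940% in HEK293T. miRNA genes held 0.115%, 0.157% and 0.0751% of counts, and lncRNA 0.850%, 0.813% and 1.15%. A median fibroblast showed 4527 protein-coding, 192 lncRNA, 36 miRNA and 32 snoRNA genes. HEK293T cells showed 4981.5, 248, 34 and 39, and MCF7 cells 4524, 165, 27 and 37. Between single cells the protein-coding share had an SD of 5.71 percentage points in fibroblasts, 6.36 in HEK293T and 6.01 in MCF7, which is wider than the differences between the types.

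**Figure D1:**
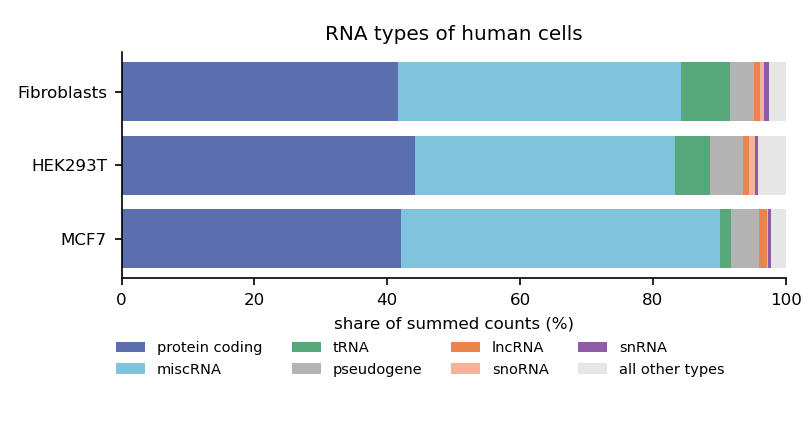
Percent of summed counts in each RNA type for fibroblasts, HEK293T and MCF7 cells. Protein-coding genes and miscRNA hold most counts in all 3 types, and tRNA and snoRNA have their lowest shares in MCF7.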

We found metazoan RNA7SK and RN7SL1, which are involved in regulation of transcription and translation, respectively (annotated as “miscellaneous RNA”-type [miscRNA] in the GENCODE database) to be the most abundant in our data comprising together ∼40% of all mapped reads (Fig. 1*B* and *SI Appendix*, Fig. S6). 

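RN7SL1, the RNA of the signal recognition particle, was the most abundant gene in fibroblasts with 17.6% of counts, followed by RN7SK with 12.1%. In HEK293T the order was the reverse, with 18.4% for RN7SK and 13.5% for RN7SL1. All genes whose symbol begins with RN7SK or RN7SL held 30.8% of counts in fibroblasts, 33.3% in HEK293T and 39.2% in MCF7. Over the 3 types together their share was 33.3%. The row Metazoa_SRP, a family of signal recognition particle copies that is annotated apart from RN7SL, held a further 10.7% in fibroblasts and 5.31% in HEK293T.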

We demonstrate that, if desired, these molecules could also be depleted from the sequencing libraries at the rRNA depletion step using dedicated CRISPR guides (*SI Appendix*, Fig. S1 *A* and *B* and Table S1). Among cell-type–specific transcripts, we found well-characterized marker genes for either fibroblasts (*COL1A2*, *FN1, MEG3*), HEK293T (*CKB, AMOT, HEY1*), or MCF7 cells (*KRT8, TFF1*) (Fig. 1*C* and *SI Appendix*, Fig. S8*A*), as well as transcripts that belong to various types of ncRNA, such as microRNA, snoRNA, and lncRNA (Fig. 1*C* and *SI Appendix*, Fig. S8). For example, we found high levels of *MIR222* in fibroblasts while we could not detect it in MCF7 cells. 

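The marker genes named by the paper had their highest level in the named cell type without exception, 20 of 20 in the text and Fig. 1C. COL1A2, a chain of type I collagen, stood at 408 CPM (95% interval 405 to 412) in fibroblasts, 0.0627 in HEK293T and 0.0300 in MCF7. FN1, the fibronectin gene, was at 1005 CPM in fibroblasts and 23.1 in MCF7, and the lncRNA MEG3 at 31.0 and 0.180. CKB, a creatine kinase, reached 496 CPM in HEK293T and 11.3 in fibroblasts, and AMOT 109 CPM in HEK293T and 3.36 in MCF7. HEY1, a target of Notch signalling, was at 121 CPM in HEK293T and 1.95 in MCF7. KRT8, a keratin of luminal epithelium, reached 3429 CPM in MCF7 and 1.95 in HEK293T. TFF1, an estrogen-responsive gene, was at 2068 CPM in MCF7 and 0.0193 in fibroblasts. Lists fixed before the counts were seen went the same way: 20 of 20 matrix genes were highest in fibroblasts and 16 of 16 genes of luminal epithelium in MCF7. The protein-coding genes with the largest ratios to the other types were MT1E, ENG and FGF5 in fibroblasts, HOXD13, HOXA3 and HBQ1 in HEK293T, and TFF1, TFF3 and FXYD3 in MCF7. The paper took several of its markers from these same cells, so their tally is not independent evidence.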

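MIR222, a miRNA gene that is paired with MIR221 in 1 transcript, had 25.4 CPM (95% interval 24.6 to 26.2) in fibroblasts, 2.02 in HEK293T and 0.0750 in MCF7. It was read in 97.8% of fibroblasts and 47.1% of HEK293T cells. In MCF7 it had 5 reads in all, and 2.25% of cells had any. The level in fibroblasts was 12.5 times that in HEK293T, a log2 ratio of 3.65. Other miRNA genes with a large ratio in fibroblasts were MIR138-1 with 1.46 CPM, MIRLET7A2 with 3.99 and MIR31 with 3.30. The reads come from the miRNA gene as annotated, and whether they stem from the precursor or the mature form was not separated.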

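MIR17HG is the host transcript of the miR-17/92 cluster. It had 46.9 CPM (95% interval 46.0 to 47.9) in HEK293T, 2.54 in fibroblasts and 0.795 in MCF7 (0.595 to 1.04). Reads were present in 78.7% of HEK293T cells, 7.58% of fibroblasts and 2.25% of MCF7 cells. The level in HEK293T was 18.5 times that in fibroblasts, a log2 ratio of 4.21. In MCF7, 86.8% of its 53 reads lay in 1 cell. With 394 reads in fibroblasts, its level there was above the limit that a count of 0 allows, 0.0193 CPM.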

We also observed that oncogenic miRNA cluster *MIR17HG* is specific to HEK293T cells, while not found in either fibroblasts or MCF7 cells. In contrast, MCF7-specific transcripts include lncRNA, such as *LINC00052*, as well as snoRNA, such as *SNORD71* and *SNORD104*.

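LINC00052 had 134 CPM (95% interval 131 to 136) in MCF7 and 0.0643 in fibroblasts, and HEK293T had no read of it. SNORD71 was at 4.35 CPM in MCF7, 1.45 in fibroblasts and 0.906 in HEK293T, and SNORD104 at 22.4, 7.61 and 7.32. Both are box C/D snoRNAs, and their levels in MCF7 were 3.00 and 2.94 times those in fibroblasts. SCARNA20, a guide RNA of Cajal bodies, was read in 89.9% of MCF7 cells with 12.2 CPM, against 1.76 in fibroblasts and 1.44 in HEK293T. Another lncRNA, DSCAM-AS1, was far more abundant in MCF7, with 801 CPM and reads in all cells.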

Given the observed differences in the levels of ncRNA across profiled cells, we next asked whether ncRNA alone could be used to distinguish cell types. To answer this question, we performed principal component analysis (PCA) followed by the dimensionality reduction through t-distributed stochastic neighbor embedding (t-SNE) on the genes corresponding to one or multiple ncRNA types. 

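Cell types were told apart by lncRNA genes alone and, less completely, by miRNA genes alone. The principal components of the ln(CPM + 1) values of 876 lncRNA genes placed 99.5% of cells (95% interval 98.6 to 99.9) among neighbors that were mostly of their own type. With 107 miRNA genes the figure was 91.5% (89.0 to 93.6). It was 95.9% in HEK293T, 90.6% in fibroblasts and 82.0% in MCF7, the type with the fewest miRNA counts. Protein-coding genes without histones placed 100% of cells. Each cell was compared with its 10 nearest neighbors over 20 components, and the largest type makes up 45.4% of cells. When all cells were thinned to 235068 reads, which leaves 74 miRNA genes, the miRNA figure was 83.1%.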

Evaluation of the similarity between cells in two-dimensional space revealed that, in addition to lncRNA (26), miRNA taken alone separate the investigated cell types into three distinct clusters. 

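The 452 genes of snoRNA, scaRNA, snRNA and tRNA combined separated the types more completely than any of their parts that was run alone. Their components placed 98.0% of cells (95% interval 96.6 to 99.0) among their own type, with 98.9% of fibroblasts, 97.1% of HEK293T and 97.8% of MCF7 cells. The 136 snoRNA and scaRNA genes without the others gave 89.5%, and the 21 tRNA isotypes 91.8%. Cell type and library batch coincide, so the separation covers both.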

Combining snoRNA, scaRNA, snRNA, and tRNA together allowed us to achieve similar results (Fig. 1*D*). While the exact function of individual snoRNA and scaRNA remains largely uncharacterized, these RNAs are believed to play a vital role in posttranscriptional and posttranslation control (27–29). Here we show that their abundance is also cell-type specific (*SI Appendix*, Fig. S8*A*).

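Fibroblasts carried the clearest cell-type-specific snoRNAs, those of the imprinted DLK1-DIO3 region that also holds MEG3. SNORD114-11 had 9.70 CPM in fibroblasts, in 64.6% of cells, and no read in HEK293T or MCF7, which makes it at least 671-fold higher than in HEK293T against a limit of 3 counts. SNORD113-5 was at 5.11 CPM in fibroblasts and 0.00482 in HEK293T. In HEK293T the largest ratios were those of SNORA59B with 13.8 CPM and SNORA59A with 12.8, each about 4 times the level in fibroblasts (4.30 and 4.24). SCARNA1 followed with 6.58 CPM against 2.25 in MCF7. Among genes with at least 200 counts and reads in at least 25% of cells, 6 snoRNA and scaRNA genes were over 10-fold higher in fibroblasts than in either other type, and none was in HEK293T or MCF7.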

After binning all the cells according to cell-cycle phases (30), we observed that in addition to cell-type–dependent differences in ncRNA, the abundance of certain noncoding transcripts also changed throughout the cell cycle (Fig. 2*A*). 

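The cells were binned with Seurat's cell-cycle scores, as in the paper. Of the fibroblasts, 156 scored as G2M, 79 as S and 42 as G1. Of the HEK293T cells, 158 scored as S, with 65 in G2M and 21 in G1, while 58 of the MCF7 cells were in G1, 20 in G2M and 11 in S. A phase is a range of a continuous score and not a cell type, and scores read relative levels: 84.8% of cells kept their phase when scored within their own cell type, and 93.6% after thinning. Scored within the cell type, a setting added later, 110 HEK293T cells were in S and 57 in G1, and 28 MCF7 cells were in S and 38 in G1. Counts were summed per cell type and phase into 9 sums, the 3 cell types serving as replicates. Each phase was then compared with the mean of the other two by edgeR's quasi-likelihood test with cell type as a block. Of 18457 genes not used in the score, CCNB1 and KPNA2 were higher in G2M. CCNB1, the cyclin of mitotic entry, had a log2 fold change of 1.93 (standard error 0.20, adjusted p = 0.031 from edgeR), and KPNA2, an importin, 1.76 (standard error 0.17, adjusted p = 0.023 from edgeR). Each was higher in G2M in all 3 cell types. With any 1 cell type left out, with each cell scaled to the same total, without the block, with the paper's thresholds, or with phases called within each cell type (a setting added later), 0 genes were called in G2M. edgeR called 0 genes in G1 and 0 in S, where 785 and 539 had an unadjusted p under 0.05 and chance gives 923. DESeq2 on the same sums called 131 genes over the 3 phases. On counts simulated for the comparison of S, the test recovered 2% of genes changed 2-fold and 46% of those changed 8-fold. It would thus miss most moderate changes in that comparison.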

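Levels of 124 miRNA genes could be followed through the phases over the 3 cell types. Their median log2 fold change was -0.12 in S, -0.002 in G2M and 0.02 in G1, each against the mean of the other phases. In G1, 11 miRNA genes were higher and 1 was lower at an unadjusted p under 0.05, and edgeR called 0 after adjustment in any phase. As a set, miRNA genes had an adjusted p of 0.89 in G1 and 0.98 in S by fry. The same direction in all 3 cell types was shown by 15 miRNA genes higher in G1, 3 higher in S and 13 higher in G2M.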

In agreement with previous bulk studies, which suggested the involvement or miRNA in cell-cycle regulation (31, 32), we found that levels of a subset of miRNAs in a cell dynamically change through the cell cycle, peaking at either S, G2M, or G1 phase (Fig. 2*A*). For example, our data showed that the levels of *MIR16-2* in fibroblasts are high during the S phase and later gradually decrease during G2M and G1 phases (*SI Appendix*, Fig. S9). 

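In fibroblasts MIR16-2 was lowest in G1, at 7.53 CPM (95% interval 6.37 to 8.84), with 7.79 in S (7.00 to 8.65) and 8.93 in G2M (8.32 to 9.57). The interval of S overlaps both others. MIR16-2 lies with MIR15B in the SMC4 gene, which acts in chromosome condensation. It was read in 51.9% of S cells, 45.5% of G2M cells and 35.7% of G1 cells. Over 5 settings, S was its highest phase in 2 and G1 its lowest in 4. In HEK293T the levels were 21.5 CPM in G1, 15.6 in S and 22.7 in G2M.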

The opposite holds true for *MIR222*, in both fibroblasts and HEK293T cells, which is more abundant during cell proliferation (G1) and decays during DNA replication (S) and cell division (G2M) phases (Fig. 2*A* and *SI Appendix*, Fig. S10). 

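By summed counts, MIR222 had its highest level in G1 in both cell types. Fibroblasts showed 31.8 CPM in G1 (95% interval 29.4 to 34.4), 23.3 in S (21.9 to 24.7) and 25.0 in G2M (24.0 to 26.1). The difference between G1 and S there exceeds counting error, which leaves out the spread between cells. Over the 3 cell types, the log2 fold change of MIR222 in G1 was 0.62 (unadjusted p = 0.30 from edgeR). HEK293T showed 2.36 CPM in G1 (1.68 to 3.21), 1.99 in S (1.76 to 2.24) and 2.00 in G2M (1.64 to 2.42), where the intervals overlap. The G1 value of HEK293T rests on 40 reads in 9 of 21 cells, and 47.5% of them come from 1 cell. By the mean of ln(CPM + 1), HEK293T was highest in S, with 0.695 against 0.651 in G1 and 0.664 in G2M. MIR222 is known to act on the cell-cycle inhibitor CDKN1B.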

Among miRNAs more abundant during G2M phase, we identified *MIR27A*, *MIR103A2*, and *MIR877* (*SI Appendix*, Figs. S9–S11). In addition to miRNA, a large number of lncRNA, snRNA, scaRNA, snoRNA, and miscRNA were also up-regulated (log_2_ fold-change [FC] > 1, adjusted *P* < 0.01) during the G2M phase (Fig. 2*A* and *SI Appendix*, Figs. S9–S11). 

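MIR27A was highest in G2M in fibroblasts, with 5.48 CPM against 5.30 in G1 and 4.53 in S, and in HEK293T, with 0.448 CPM against 0.0657 in S. In MCF7 its highest level was in G1, 1.34 CPM against 0.613 in G2M. MIR103A2 was highest in G2M in MCF7, at 1.00 CPM (95% interval 0.595 to 1.59), and highest in G1 in fibroblasts, at 5.00 CPM against 2.88 in G2M, and in HEK293T, at 3.95 against 2.20. MIR877 reached 5.83 CPM in G2M of HEK293T against 5.66 in S. It was highest in S in fibroblasts, at 4.03 CPM, and in G1 in MCF7, at 1.59. Several of these levels rest on few cells: 92.5% of the MIR103A2 reads in G1 of HEK293T lie in 1 cell.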

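Over the 3 cell types, each class of noncoding RNA had a median shift near 0 in G2M. The median log2 fold change was 0.11 over 1870 lncRNA genes, 0.12 over 143 snoRNA, 0.17 over 16 scaRNA, 0.06 over 209 snRNA and -0.05 over 142 miscRNA genes. Direction was shared by all 3 cell types for 132 lncRNA, 18 snoRNA, 2 scaRNA, 44 snRNA and 16 miscRNA genes higher in G2M. edgeR called 0 noncoding genes in G2M after adjustment. With cell types as replicates, a change in a single cell type could be missed. At an unadjusted p under 0.05, 50 lncRNA, 1 snoRNA, 0 scaRNA, 1 snRNA and 3 miscRNA genes were higher, and DESeq2 called 30 genes of all classes higher in G2M. From the genes it finds up-regulated in G2M and their known roles in splicing and ribosome biogenesis, the paper proposes that these RNAs meet a demand for protein synthesis and growth.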

Given the active role of these RNA types in splicing and ribosome biogenesis, we suggest that they are produced by the cell in response to a rapid demand for protein synthesis and cell growth during the G2M phase.

**Fig. 2.**
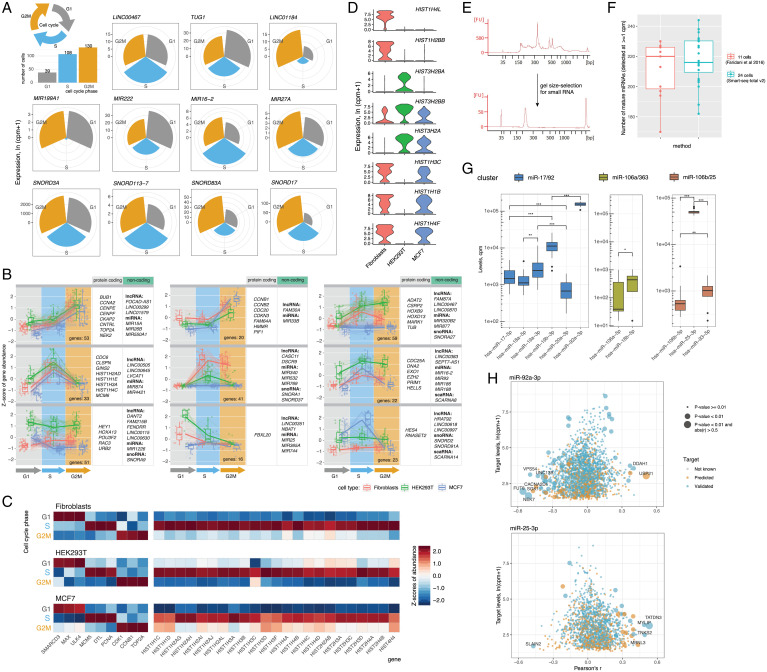
Dynamics of cellular noncoding transcripts throughout the cell cycle. (*A*) Cell-cycle–dependent expression of noncoding genes. Examples of lncRNA, miRNA, and snoRNA differentially expressed throughout the cell cycle in human primary dermal fibroblasts. Circular charts depict average expression of a given gene across all cells identified to be in a certain phase of the cell cycle. (*B*) Cell-cycle–specific gene clusters comprised of coding and noncoding RNA. Clusters were identified through hierarchical clustering of top 750 mRNA differentially expressed during the cell cycle and all noncoding genes expressed in at least one phase. (*C*) Expression of known cell-cycle and histone genes across G1, S, and G2M phases. A curated list of histone RNA detected in all three cell types is shown. (*D*) Examples of histone mRNA differentially expressed between three profiled cell types. Top three marker histone genes per cell type are shown. (*E*) Size-selection of small RNA library fraction. Bioanalyzer traces corresponding to UMI-tagged and indexed Smart-seq-total v2 library (*Upper*) and a size-selected library containing small RNA (*Lower*). (*F*) Number of detected miRNA. Comparison of miRNA detection by Smart-seq-total v2 and a dedicated single-cell small RNA-seq method (11). (*G*) Cellular levels of mature miRNA members of miR-17/92, miR-106a/363 and miR106b/25 clusters. Asterisks indicate the significance level estimated from Wicoxon rank sum test: ***<= 0.001,**<= 0.01,*<= 0.05 *P* value respectively. (*H*) Pair-wise correlation scores computed for miR-92a-3p and miR-25-3p and their respective mRNA targets (both predicted and validated) across ∼300 HEK293T cells. *P* values of correlations were computed using *t* test and adjusted using Benjamini–Hochberg correction).

To further link the observed ncRNA dynamics with the expression of well-characterized cell-cycle mRNA markers, we searched for coregulated coding and noncoding genes throughout the cell cycle. 

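Dataset S1 gives a cluster number to 1709 genes and uses 36 numbers, of which 22 hold both coding and noncoding genes. Cluster 37 contains MCM6, a subunit of the replicative helicase, with other replication genes such as CDC6, GINS2 and FEN1 and several histone genes. Cluster 18 contains CCNA2 and TOP2A, the topoisomerase that acts in mitosis, with kinesins such as KIF11 and KIF23. The dataset lists 27 genes for cluster 37 and 47 for cluster 18, where the paper's text gives 33 and 53 genes for its clusters of S and G2M.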

We identified 24 clusters comprised of coexpressed coding and noncoding genes specific to either one or multiple cell types (Fig. 2*B*, *SI Appendix*, Fig. S12, and Dataset S1). Two of these mixed-gene clusters (33 genes up-regulated in the S phase and 53 genes up-regulated in the G2M phase) showed identical patterns in all three profiled cell types. 

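The genes of cluster 37 were mostly highest in S and those of cluster 18 mostly highest in G2M in each cell type. In cluster 37, 17 of 24 genes had their highest CPM in S in fibroblasts, HEK293T and MCF7 alike. Of the 16 members that do not enter the phase score, 9 did so, among them MCM3, ATAD5 and HIST1H4C. In cluster 18, 40 of 43 genes were highest in G2M in all 3 types, and 23 of the 25 members outside the score, among them PLK1, ASPM and UBE2S. CCNE1 of cluster 37, the cyclin of S-phase entry, was highest in S in HEK293T and MCF7 and in G1 in fibroblasts. Cluster 35, with 22 of 24 genes highest in G2M in all 3 types, and cluster 44, with 12 of 19 highest in S, showed the same pattern. The paper made the clusters from the same cells, so the tallies are not independent evidence.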

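Noncoding members of the S cluster (37) and the G2M cluster (18) of Dataset S1 were few and had low counts. Of the 10 listed in the G2M cluster, 6 had counts here. Of these, 4 were highest in G2M in all 3 cell types: LINC01287, MIR26B, MIR885 and DKFZP434K028. LINC01287 had 8 reads in fibroblasts, 26 in HEK293T and 95 in MCF7, MIR26B 7, 8 and 2, and MIR885 2, 7 and 2. DKFZP434K028 had 1, 10 and 1. CRNDE, a lncRNA with 2603, 6817 and 1253 reads, was highest in G2M in fibroblasts and in G1 in the other two types. Of the 4 listed in the S cluster, only 1 had counts, the lncRNA FAM41C. With 8 reads in fibroblasts, it was highest in G2M there. At such counts the highest phase of a gene is within counting error, apart from CRNDE.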

Interestingly, both clusters are marked by landmark cell-cycle genes—such as *CCNA2*, *MCM6*, and *TOP2A*—but also include miRNAs, lncRNAs, and snRNAs previously unknown to follow a distinct expression pattern upon transition between phases.

Histone RNA is another type of mainly nonpolyadenylated RNA, which we observed to be strongly correlated with the cell cycle. Consistent with prior studies (33, 34), histone RNA levels sharply rise during the S phase in all three profiled cell types (Fig. 2*C*). 

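Replication-dependent histone genes held their largest share of counts in S in all 3 cell types. In fibroblasts the share was 8.97% in S, 5.76% in G1 and 5.80% in G2M. HEK293T had 6.64% in S, 5.86% in G1 and 3.86% in G2M, and MCF7 5.50% in S, 1.53% in G1 and 4.54% in G2M. S exceeded G1 by 1.56-fold in fibroblasts, 1.13-fold in HEK293T and 3.60-fold in MCF7. Of 55 histone genes with at least 100 counts in each type, 32 were highest in S in all 3 types. By type, 55 were highest in S in fibroblasts, 47 in HEK293T and 35 in MCF7. Chance gives 2.04 for all 3 types if genes are independent, but histone genes vary together across cells and can share reads. With phases called after thinning, the tally over all 3 types was 12, as only 15 genes were then highest in S in HEK293T. Over the 3 cell types 64 of 65 histone genes had a positive log2 fold change in S, with a median of 0.74, and 35 were higher at an unadjusted p under 0.05. edgeR called 0 of them after adjustment over all genes and 4 adjusted over the list alone, and DESeq2 called 19 genes of any class higher in S. As a set they had an adjusted p of 0.44 by fry. MCF7 has 11 cells in S.

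**Figure D2:**
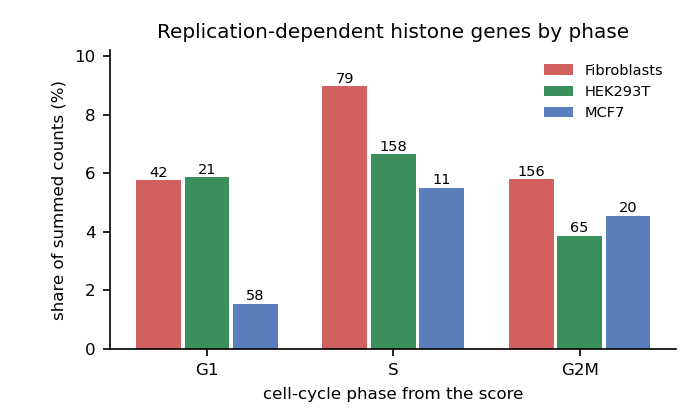
Percent of summed counts in replication-dependent histone genes in G1, S and G2M for each cell type, with the number of cells above each bar. The bar of S is the highest in all 3 types, by least in HEK293T.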

The ability to capture nonpolyadenylated histones also has a strong impact on cell clustering, by introducing a cell-cycle bias. Particularly, histones drive the separation of each cell type into two distinct populations (*SI Appendix*, Fig. S13*A*), marked by increased levels of the majority of histone genes during the DNA replication phase (*SI Appendix*, Fig. S13*B*).

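The level of histone RNA differed widely between cells of the same type. Between the 10th and 90th percentile of cells, histone CPM differed 42.8-fold in fibroblasts, 37.9-fold in HEK293T and 23.6-fold in MCF7. A median S cell had 83092 histone CPM in fibroblasts and a median G1 cell 5567, and HEK293T showed 39884 in S and 11660 in G1. Around S cells of fibroblasts, 42.3% of the nearest neighbors by histone genes were S cells, against 20.0% around the other cells and 28.5% of all fibroblasts. In HEK293T the shares were 63.8%, 48.8% and 64.8%, and in MCF7 22.7%, 10.4% and 12.4%. Protein-coding genes without histones, which include the genes of the phase score, gave 53.0% around S cells and 23.1% around other cells in fibroblasts, 79.4% and 48.7% in HEK293T and 22.7% and 12.7% in MCF7. The paper states that capturing histone RNA brings a cell-cycle bias into clustering and that histones split the cells of each type into separate populations.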

In addition to being expressed in a cell-cycle–dependent manner, we also identified several histones to be cell-type specific. For example, *HIST1H4L* is expressed in fibroblasts but absent in HEK293T and MCF7 cells, while *HIST1H1B* is absent in HEK293T cells while present in the other two cell types (Fig. 2*D*). 

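HIST1H4L, a histone H4 gene, had 3072 CPM in fibroblasts, where 94.6% of cells had reads, 0.0916 in HEK293T and 0.0300 in MCF7. The traces in the other types were 19 reads and 2 reads. HIST1H1B, the gene of linker histone H1.5, had 1501 CPM in fibroblasts and 478 in MCF7, and 28 reads or 0.135 CPM in HEK293T. HIST1H1A, another linker histone, had 40.9 CPM in fibroblasts and 0.241 in HEK293T. HIST1H3C and HIST1H4F had the same absence in HEK293T, with 0.0964 CPM each against 1970.3 and 2764 in fibroblasts. HIST3H2BB ran the other way, with 1215 CPM in HEK293T and 164 in fibroblasts. Histone genes of 1 family are close in sequence, so reads can pass between them.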

Given the importance of histones in establishing and maintaining a distinct chromatin landscape of a cell, we anticipate that the ability to measure corresponding transcripts could be valuable for predicting the epigenetic state of a cell.

In principle, Smart-seq-total is designed to broadly quantify total cellular RNA content. However, we also show that short, less abundant molecules, such as miRNAs (35), can be size-selected from a UMI-tagged and indexed Smart-seq-total library for further in-depth analysis (Fig. 2*E*). In the example of 24 HEK293T cells we demonstrate that this size-based enrichment strategy yields results comparable to the state-of-the-art single-cell small RNA-seq method (11) in terms of the number and type of miRNAs detected per cell (Fig. 2*F* and *SI Appendix*, Fig. S14 *A*–*C*). Among the most abundant miRNAs in profiled HEK293T cells, we identified multiple members of the three conserved paralog clusters—miR-17/92, miR106a/363, and miR-10b/25 (36)—as well as various members of the let-7 miRNA family (*SI Appendix*). We noted that levels of mature miRNAs generally correlated better within a cluster rather than across different clusters (*SI Appendix*, Fig. S14 *D*–*F*). However, the abundance of mature forms largely varied across cluster members. Specifically, we found that the levels of two mature miRNAs, miR-92a-3p and miR-25-3p, were several folds higher than those of any other cluster member (Fig. 2*G*). Selective retention of miR-92a was previously observed at the tissue level in vivo (36) and has been attributed to differential posttranscriptional processing of cluster members (37, 38). Our data indicate that the phenomenon of selective miRNA retention can be observed at the single-cell level and that it extends beyond the 17/92 cluster.

While short RNAs are selected from a fully constructed UMI-indexed Smart-seq-total library, the remaining total library can be used to quantify mRNA counterpart of the same cells. We applied this strategy to investigate the relationship of the retained miR-92a-3p and miR-25-3p with the rest of the transcriptome at the physiological cell state. Specifically, we generated a matching miRNA–mRNA profile for ∼300 HEK 293T cells by sequencing the complete Smart-seq-total library, as well as its small RNA fraction (*SI Appendix*). We used the obtained data to perform a pair-wise correlation of miR-92a-3p and miR-25-3p with the rest of the genes across profiled cells. Among the most correlated and anticorrelated genes (Pearson’s *r* <−0.5 or > 0.5, adjusted *P* < 0.01), we identified several validated targets of the respective miRNAs (Fig. 2*H* and *SI Appendix*, Fig. S15*A*). Interestingly, we also found that several other genes, which are neither known nor predicted to directly interact with the respective miRNAs, correlate with either miR-92a-3p, miR-25-3p or both ([abs(r)] > 0.5, adjusted *P* value <0.01) (*SI Appendix*, Fig. S15*A* and Dataset S2). Gene ontology (GO) analysis on top correlated and anticorrelated genes (*Materials and Methods*) revealed energy metabolism as well as RNA translation among their main molecular functions (*SI Appendix*, Fig. S15*B*). The MiR-17/92 cluster has been previously shown to regulate tumor metabolic reprogramming (39). The results of our miRNA–mRNA coanalysis align with those findings and indicate that miR-92a-3p and miR-25-3p miRNA levels are linked to the expression of a metabolic gene set at the physiological cell state.

Finally, we sought to understand whether the unique noncoding signature acquired by different cell types is established during early stages of cell development, and if so, how dynamic it is with respect to cellular transcriptome. To address this question, we referred to an in vitro model of early lineage commitment: the differentiation of pluripotent stem cells into embryoid bodies (EBs) (40). The role of ncRNA in maintaining stem cell pluripotency and lineage commitment has been demonstrated previously through bulk experiments (41, 42). Thus, we hypothesized that applying Smart-seq-total to single cells at different stages of EB formation would allow us to identify coexpressed coding and noncoding transcripts within emerging lineages. 

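Mouse cells were deposited as raw read counts of 55293 genes for primed mESCs at day 0, from 3 plates, and for embryoid bodies (EBs) at days 4, 8 and 12, from 1 plate each. EBs are aggregates in which stem cells differentiate into the germ layers. The authors processed the reads as for the human cells, with the mouse genome and annotation. The filter of the paper's methods, at least 1000 genes and at most 2000000 reads, kept 376 of 1034 cells at day 0, 291 of 342 at day 4, 186 of 384 at day 8 and 231 of 384 at day 12, or 1084 cells. Most cells left out had too few genes. Counts per kept cell ran from 2322 to 1986441 at day 0 (median 602194), from 18240 to 1908583 at day 4 (median 349590), from 4145 to 1998689 at day 8 (median 344356) and from 47617 to 1990895 at day 12 (median 728911). The 3 day 0 plates kept 93, 145 and 138 cells, with medians of 873143, 528016 and 535856. Another 39 columns whose well name occurs more than once were not used here. Counts were summed per day or plate and given as CPM. A day is 1 sample and each later day has its own plate, so day and plate cannot be told apart, and only the spread between day 0 plates gives a measure of error.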

As such, we analyzed the RNAome of primed pluripotent stem cells and that of individual cells obtained from dissociated EB at days 4, 8, and 12 of culture (∼200 cells per each time point, 913 cells in total) (Fig. 3*A*). 

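A primed mESC showed more genes than a cell of the later EBs at an equal total of reads. With every cell thinned to 70226 reads, the median number of protein-coding genes was 3189 at day 0, 1212 at day 4, 1641.5 at day 8 and 1470.0 at day 12. The medians of the day 0 plates ran from 2870.0 to 3593, above every later day. Equal totals did not equalize the reads of protein-coding genes. Their share of counts was 52.9% at day 0, 32.7% at day 4, 39.9% at day 8 and 45.1% at day 12. In number of protein-coding genes, day 0 had 2.21 times the mean of the later days (SD over the 3 plates 0.252). Pseudogenes showed the same, with 440.0 at day 0 against 177, 236.5 and 225. Pluripotency genes marked the same cells: 16 of 18 genes of a list fixed beforehand, among them Zfp42 and Esrrb, were lower at day 12 than on every day 0 plate.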

Consistent with previous studies (43), the number of coding genes expressed by pluripotent stem cells was also higher compared to differentiated progenitors (*SI Appendix*, Fig. S16*A*). This was also the case for several ncRNA types, such as lncRNA, miRNA, and scaRNA (*SI Appendix*, Fig. S16*B*). Specifically, we observed that the levels of certain snoRNAs (such as *Snord17*, *Snora23*, and *Snord87*), scaRNAs (such as *Scarna13* and *Scarna6*), lncRNAs (*Platr3*, *Lncenc1*, *Snhg9*, *Gm31659*, and so forth), and miRNAs (*Mir92-2*, *Mir302b*, and *Mir19b-2*) go down (log_2_FC > 1, adjusted *P* < 0.01) after cells exit pluripotency (Fig. 3*B*). In contrast, we also identified that the levels of several lncRNAs (*Tug1*, *Meg3*, *Lockd*) and miRNAs (*Mir298*, *Mir351*, *Mir370*) increase with differentiation (Fig. 3*B*).

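lncRNA and scaRNA genes followed the coding genes at an equal total of reads, and miRNA genes did not. The median number of lncRNA genes per thinned cell was 84 at day 0, 71 at day 4, 45 at day 8 and 41 at day 12, and of scaRNA genes 4 at day 0 and 1 on each later day. In both classes all 3 day 0 plates lay above every later day. The median of miRNA genes was 14, 14, 14 and 15, which differs by no more than the spread between day 0 plates (14 to 15). Without thinning, miRNA genes numbered 35 at day 0, 21 at day 4, 24.5 at day 8 and 30 at day 12, and all plates of day 0 were above the later days. snoRNA genes were 28, 26, 16.5 and 15 after thinning, with 24.5 on the lowest day 0 plate. Thinning left out 33, 52, 18 and 6 cells of the 4 days.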

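Of the 12 noncoding genes named, 11 were lower at day 12 than on every day 0 plate. The pluripotency-associated lncRNAs nearly disappeared: Platr3 went from 91.7 CPM at day 0 to 4.37 at day 4 and to no reads at days 8 and 12, at least 5538-fold lower against a limit of 3 counts. Lncenc1 had 77.7 CPM at day 0 and 1 read at day 12, and Gm31659 26.6 CPM at day 0 and no reads on any later day. Snhg9, a snoRNA host gene, had 75.7 CPM at day 0 and 4.72 at day 12. Snord17 had 1289 CPM at day 0 (466 to 2153 over plates), 176 at day 4, 62.1 at day 8 and 199 at day 12. Snora23 went from 23.4 to 2.78 and Snord87 from 70.2 to 20.4, and Scarna13 from 27.9 to 2.16 and Scarna6 from 153 to 17.5 between day 0 and day 12. Mir92-2, of the miR-106a/363 cluster, had 3.22 CPM at day 0 and 0.0497 at day 12. Mir302b, of a cluster typical of pluripotent cells, had 1.41 CPM at day 0, 2.25 at day 4 and 1 read at day 12. Mir19b-2 had 3.93 CPM at day 0 and 1.37 at day 12, where the lowest day 0 plate had 1.21. No p-value was computed, since each later day is 1 plate.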

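Meg3, Mir298, Mir351 and Mir370 had their highest levels at days 8 and 12, and Tug1 at day 4. Meg3, an imprinted lncRNA, had 95.7 CPM at day 0, 96.9 at day 4, 786 at day 8 and 963 at day 12. Mir298 went from 2.58 CPM at day 0 to 50.2 at day 12, Mir351 from 0.163 to 29.5 and Mir370 from 0.408 to 9.83. Mir351 lies in the cluster of Mir322 and Mir503, and Mir370 in the same imprinted region as Meg3. Tug1 had 96.9 CPM at day 0, 1856 at day 4, 605 at day 8 and 222 at day 12, and the day 0 plates ran from 36.9 to 133. Lockd had 3.14 CPM at day 0 (0.230 to 8.48 over plates), 7.01 at day 4 and 1.29 at day 12. So 5 of the 6 named genes were higher at day 12 than on every day 0 plate. Tug1 and Lockd also had reads in wells left out for too few genes, at no less than 50% of the median in kept cells on at least 1 plate.

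**Figure D3:**
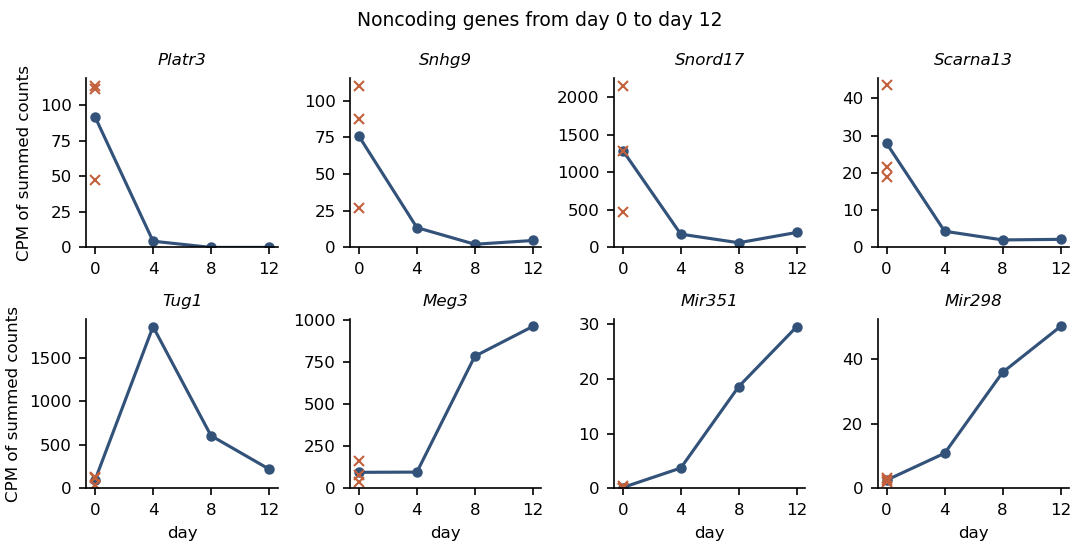
CPM of 8 noncoding genes by day, with points and lines for all kept cells of a day and crosses for the 3 day 0 plates. Platr3, Snhg9, Snord17 and Scarna13 lie lower after day 0, Tug1, Mir351 and Mir298 lie higher, and Meg3 lies higher at days 8 and 12.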

**Fig. 3.**
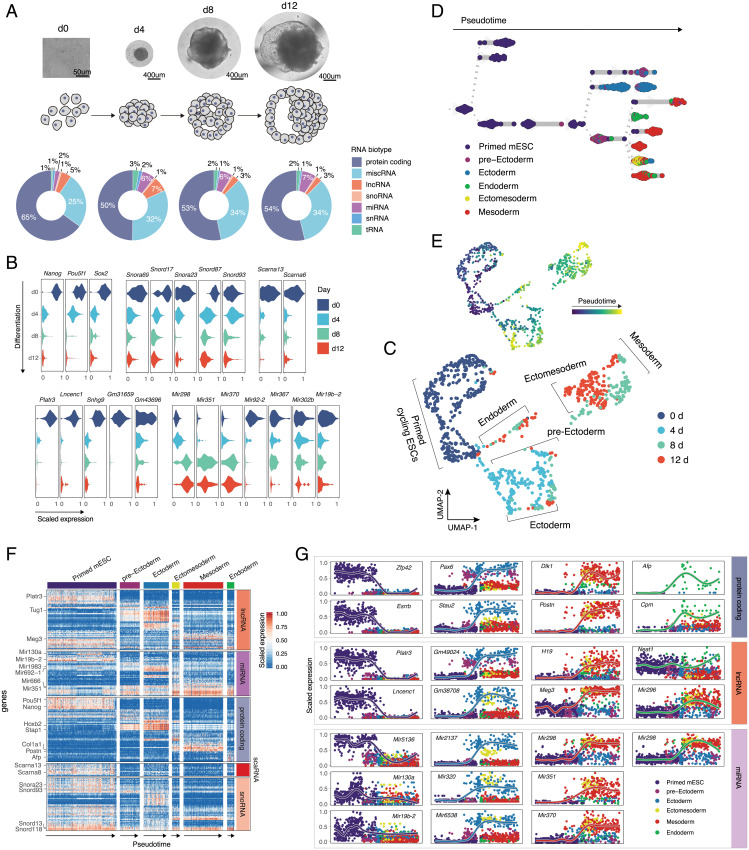
Coding and noncoding signature of differentiated single mESCs. (*A*) Microscope images and corresponding schematic representations of EB formation at four sampled time points. Pie charts represent distribution of mapped reads across RNA types. Genes were assigned to a specific biotype based on GENCODE M23 annotation for the reference chromosomes. tRNA was quantified by mapping the reads, nonmapping to any other RNA type, to the high-confidence gene set obtained from GtRNAdb. (*B*) Exemplary coding and noncoding genes that are up- or down-regulated during EB formation. Subpanels are grouped according to RNA type. (*C*) UMAP plot of collected cells colored by timepoint. Cells were clustered using a *k* nearest-neighbor algorithm and cell lineages were annotated based on the expression of marker genes within the identified clusters. (*D*) Lineage tree of EB differentiation. Each dot represents a cell colored according to the assigned lineage. Cells are arranged according to the computed pseudotime. (*E*) UMAP plot of collected cells colored by pseudotime. (*F*) Heatmap showing the variability in coding and noncoding gene expression across identified clusters. (*G*) Temporal and lineage-specific expression of selected protein-coding, lncRNA, and miRNA genes. Each column from left to right shows genes specific to: pluripotency state, ectoderm, mesoderm, or endoderm lineages.

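Louvain clustering on protein-coding genes divided the 1084 cells into 7 groups. A group was named when at least 3 genes of a marker list fixed beforehand were highest in it, groups of low totals not being compared. Pluripotent-like cells, 142 with Nanog and Pou5f1 highest and 126 with Zfp42 and Esrrb highest, made up 68.6% of day 0. Ectoderm-like cells, 315 with Pax6, Nes, Hes5, Stau2 and Olfr787 highest, were named by 5 of 15 markers, where the next list had 3. The paper itself uses Pax6 and Olfr787 as ectoderm markers in these cells, so the name is not independent of it. Without these, Nes, Hes5 and Stau2 remain, no more than the 3 of the next list. Stau2 is itself treated here as an ectoderm gene of the paper. Without it too, only Nes and Hes5 remain, fewer than the 3 needed for a name. Ectoderm-like cells made up 80.1% of day 4 cells (95% interval 75.0 to 84.5), 30.1% of day 8 and 10.4% of day 12. Mesoderm-like cells, 287 with Col1a1, Col3a1, Postn and Dcn among 13 of 16 markers, made up 57.0% of day 8 and 77.9% of day 12. Endoderm-like cells numbered 35, with Afp, Shh, Ttr, Foxa1, Foxa2 and Epcam highest, and made up 7.53% of day 8 and 9.09% of day 12. The other 94 and 85 cells stayed unnamed. Of the 94, 83 came from 1 day 0 plate, and the 85 had a median total of 33776 reads, too few to be named. In these 85 cells the CPM of Pax6 and Olfr787 was higher than in ectoderm-like cells. Ectoderm-like cells had low totals on the later days, with medians of 198694 at day 8 and 150116 at day 12. Pax6 reads per well were alike in kept cells and in wells left out at day 8 (medians 3 and 4) and day 12 (5 and 5.5). At day 4 the Pax6 medians were 27 and 10. With all genes in the clustering, 143 cells were endoderm-like, 105 of them from day 4, and 135 of the 291 day 4 cells were ectoderm-like (46.4%). At a Louvain resolution of 1.0, 112 day 4 cells were ectoderm-like (38.5%) and 118 were primed-like, with Fgf5, Otx2 and Zic2 highest. With 10 components, 172 day 4 cells were ectoderm-like (59.1%), and 68 of 108 endoderm-like cells came from day 4. Without the genes of like reads in wells left out, 80.4% of day 4 cells were ectoderm-like, and 62 cells were endoderm-like. The ectoderm-like share of day 4 therefore depends on the genes, the resolution and the number of components used.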

Louvain clustering of all collected cells revealed the presence of six molecularly distinct populations, which we assigned to: primed mouse embryonic stem cells (mESC), pre-ectoderm, ectoderm, endoderm, ectomesoderm, and mesoderm (Fig. 3*C*), based on the expression of known lineage-specific marker genes [e.g., *Nanog* and *Pou5f1* for pluripotent cells, *Pax6* and *Olfr787* for ectoderm, *Afp* and *Shh* for endoderm, *Acta2* and *Col3a1* for mesoderm (44)] (*SI Appendix*, Fig. S17 and Dataset S3). The analysis of genes differentially expressed between primed mESCs and each of the identified clusters showed that in addition to well-characterized lineage-specific mRNAs (*SI Appendix*, Fig. S18*A*) (45, 46) and lncRNAs (*Tug1* in ectodermal and *Meg3* mesodermal lineages, respectively) (6), other ncRNA genes—such as miRNAs, scaRNAs, snoRNAs, tRNAs, and histone RNAs—are either specifically expressed or down-regulated within a certain lineage (log_2_FC > 1, adjusted *P* < 0.05) (*SI Appendix*, Fig. S18*B* and Dataset S3).

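Tug1 was highest in ectoderm-like cells among the named classes, with 1444 CPM (95% interval 1438 to 1450.4) against 187 in mesoderm-like, 157 in endoderm-like and 80.8 in pluripotent-like cells. The 179 unnamed cells, 85 of them with low totals, had 1542 CPM. Its median reads per cell were 381 in ectoderm-like, 98 in mesoderm-like, 74 in endoderm-like and 41 in pluripotent-like cells. At day 12 its mean reads per cell were nearly equal, with 179 in ectoderm-like, 169 in mesoderm-like and 165 in endoderm-like cells, where its CPM was 941, 200.4 and 161. Meg3 was highest in mesoderm-like cells, with 1056 CPM against 298 in endoderm-like and 103 in ectoderm-like cells. The reads per cell of Meg3 followed the same order, with a median of 477 in mesoderm-like and 1 in ectoderm-like cells. At day 4 the reads of Tug1 did not rise with the total of a cell (slope of log2 reads on log2 totals -0.05), and on the other plates the slope lay between -0.15 and 0.47. The 97 day 4 cells with the lowest totals (median 57453) had a median of 580.0 Tug1 reads, and the 97 with the highest (median 820314) had 550.0, so its CPM was 11598 in the first set and 1011 in the other. In wells left out for too few genes, the median was 183.5 Tug1 reads at day 4, 98.5 at day 8 and 123.5 at day 12, against 536, 97 and 133 in kept cells. Actb had a median of 0 or 1 in such wells on every plate. Classes and days overlap, since most ectoderm-like cells come from day 4.

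**Figure D4:**
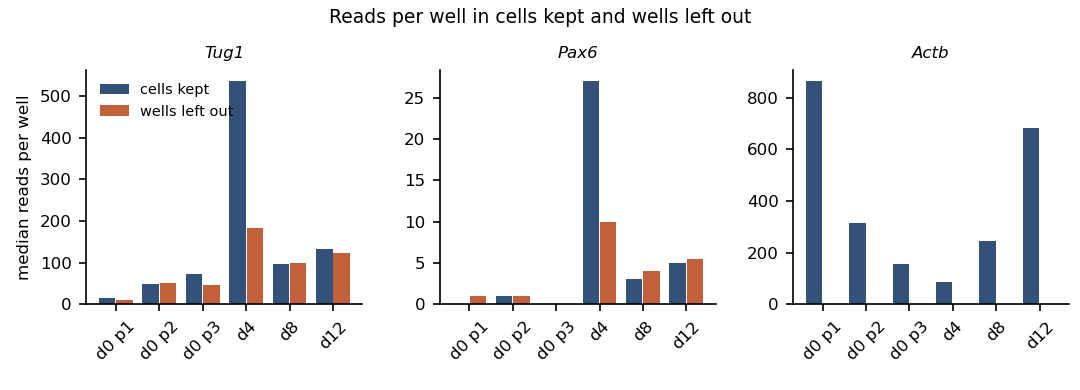
Median reads per well of Tug1, Pax6 and Actb on 6 plates, in kept cells and in wells left out for too few genes. Tug1 has like medians in both kinds of wells on most plates, day 4 excepted, and Actb has a median above 1 only in kept cells.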

We next used PAGA (47) to infer a developmental trajectory and compute pseudotime coordinates for each cell in our dataset (*Materials and Methods* and Fig. 3 *D* and *E*). Aligning cells in pseudotime within each lineage further confirmed the existence of expression gradient within different RNA types (Fig. 3*F*). Furthermore, we found that the majority of identified variable noncoding transcripts were germ-layer specific. Examples of such transcripts include *Mir2137*, *Mir320*, *Gm49024*, and *Gm38708* in ectoderm; *Mir351*, *Mir370*, and *Meg3* in mesoderm; as well as *Neat1* in endoderm. 

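The 5 ncRNAs that the paper gives to ectoderm, 3 to mesoderm and 1 to endoderm each had their highest CPM among the differentiated classes in the named class. In ectoderm-like cells Gm38708 had 41.1 CPM against 14.1 in mesoderm-like and 7.69 in endoderm-like cells. Gm49024 had 33.8 CPM against 3.30 and 2.36, Mir2137 16.4 against 1.42 and 1.07, and Mir320 1.16 against 0.523 and 0.331. In mesoderm-like cells Mir351 had 30.3 CPM against 10.3 in endoderm-like and 3.65 in ectoderm-like cells, and Mir370 11.6 against 2.54 and 2.75. Neat1, the scaffold of paraspeckles, had 91.9 CPM in endoderm-like cells (95% interval 88.3 to 95.5), 32.5 in mesoderm-like and 14.8 in ectoderm-like cells. It was read in 42.9% of endoderm-like and 16.0% of mesoderm-like cells. Within day 12 alone, with 24 ectoderm-like, 180 mesoderm-like and 21 endoderm-like cells, all these genes kept their class by CPM. By mean reads per cell at day 12, Mir2137 did not. Gm49024 had a median of 2 reads at day 12 both in kept cells and in wells left out. Noncoding genes took no part in the clustering.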

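Mir296 and Mir298 lie together in the imprinted Gnas region. Mir298 had 49.9 CPM in mesoderm-like, 32.5 in endoderm-like and 11.5 in ectoderm-like cells, and was read in 77.4%, 91.4% and 30.5% of them. Mir296 had 11.2 CPM in mesoderm-like, 10.5 in endoderm-like and 5.39 in ectoderm-like cells, in 55.1%, 48.6% and 18.7% of cells. Ectoderm-like cells had the lower totals, with a median of 340154 reads against 671674 in mesoderm-like and 762842 in endoderm-like cells, which lowers the share of cells with a read.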

*Mir296* and *Mir298* were expressed in both mesoderm and endoderm but were absent in ectoderm (Fig. 3*G*, *SI Appendix*, Fig. S18*B*, and Dataset S3).

Finally, to understand the relationship between mRNA and ncRNA genes, we performed a pairwise correlation analysis of gene expression across all sampled cells. This analysis showed that germ layer-specific miRNAs are correlated with gene sets associated with the proliferation of certain cell lineages (*SI Appendix*, Fig. S19*A* and Dataset S4). For example, miR-370 positively correlated with genes involved in the regulation of nervous system development and miR-351 correlated with genes associated with smooth muscle cell migration and osteoblasts differentiation (*SI Appendix*, Fig. S19). In addition, the expression of ∼50% of identified histone-coding genes correlated with the expression of other protein-coding genes (Spearman’s ρ > 0.5) (*SI Appendix*, Fig. S19). 

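Dataset S4 pairs 5 miRNA genes with other genes over 760 pairs, and the sign was the same here in all 760 (Spearman rho over 1084 cells). The median absolute difference to the paper's rho was 0.03. The highest partners of Mir351 among protein-coding genes were Col3a1 with a rho of 0.50, Sparc with 0.44 and Peg3 with 0.44. Its lowest among these were Nmd3, Olfr1062 and Trim71, each with -0.31, and the pluripotency gene Dppa5a with -0.29. Among the same genes Mir298 was highest with Sparc, at 0.49, and Peg3, at 0.46. After each gene was centred within its day, the sign was the same for 675 pairs, and Mir351 with Col3a1 had a rho of 0.25. Within day 0 alone it was the same for 590 pairs. Cells are not independent replicates, so these values describe the cells and carry no p-value. Genes with a mean ln(CPM + 1) over 2 were used as partners, 839 of them protein-coding.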

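Among protein-coding genes, Mir370 had its highest rho with Sparc at 0.46, Col3a1 at 0.44, the imprinted gene Peg3 at 0.41, Cald1 at 0.40 and Marcks at 0.39. Sparc and Col3a1 encode matrix proteins and Cald1 an actin-binding protein of smooth muscle. Its lowest values were with Nmd3 at -0.33 and Srpk1 at -0.32. Mir351 shared Cald1, at 0.38, and had Fn1, the fibronectin gene, at 0.37. Neither miRNA passed 0.5 with a protein-coding gene. The 3 mesoderm genes of a list fixed beforehand that passed the minimum had a median rho of 0.44 with both miRNAs, against 0.07 over all protein-coding genes for Mir370 and 0.02 for Mir351. The single neural gene of that kind had -0.15 with Mir370 and -0.12 with Mir351. That gene had 0.86 with Tug1, whose reads were alike in kept cells and wells left out on most plates. After thinning no neural gene passed the minimum, so a neural link of these miRNAs cannot be judged here. Within days the mesoderm medians were 0.17 and 0.24.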

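Of 54 mouse histone genes that passed the minimum level, 50 had a rho over 0.5 with at least 1 protein-coding gene outside the histones, or 92.6% (95% interval 82.1 to 97.9). Hmgb2, a chromatin protein, was a partner of 50, Nasp, a histone chaperone, of 46, and Pcna, the sliding clamp, of 45, followed by Set with 38, Rif1 with 37, and Eno1, Hells and Mkrn1 with 36 each. After each gene was centred within its day, 3 of 54 histone genes or 5.56% passed 0.5, and Rps16 was the only partner. With every cell thinned to the same number of reads, 31 or 57.4% passed. In day 0 cells alone, 12 of 56 or 21.4% did.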

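Of 363 noncoding genes with sufficient reads, 259 had a rho over 0.5 with at least 1 protein-coding gene and 167 had a rho under -0.5. By class, a rho over 0.5 was found for 20 of 23 lncRNA, 5 of 7 miRNA and 4 of 13 snoRNA genes. Meg3 passed 0.5 with Sparc, Peg3, Mdk, Col3a1 and Maged1. Within days, 226 noncoding genes passed 0.5 and 12 passed -0.5, and the pairs over 0.5 numbered 6923 against 15548 over all cells. With every cell thinned to the same number of reads, 165 of 315 noncoding genes passed 0.5, 52 passed -0.5 and 2427 pairs were over 0.5. Tug1 and Gm49024 had 82 partners each, and all of their 20 highest partners were genes with like reads in kept cells and wells left out.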

Overall, we found that multiple ncRNAs from all assayed RNA types (e.g., miRNA, snoRNA, snRNA, and so forth) are either positively or negatively correlated with the expression of protein-coding genes (*SI Appendix*, Fig. S19). Most of these ncRNAs represent putative uncharacterized regulators of lineage commitment.

## Discussion

Altogether, Smart-seq-total enables an unbiased exploration of a broad spectrum of coding RNA and ncRNA transcripts in individual cells. Current limitations of Smart-seq-total are: 1) the inability to assay circRNA and 2) the loss of the endogenous polyadenylation status of transcripts. Further modifications to Smart-seq-total can include the selection for a specific transcript length (short vs. long) and depletion of a wider range of overrepresented RNA. We anticipate that Smart-seq-total will facilitate the identification of noncoding regulatory patterns and their functional roles in regulating cellular functions and shaping cellular identity. This could also shift the current protein-centered view of gene regulation toward comprehensive maps featuring both protein and RNA regulators.

## Materials and Methods

### Cell Culture.

HEK293T cells were cultured in complete DMEM high-glucose medium (ThermoFisher, 11965092) supplemented with 5% FBS (ThermoFisher, 16000044), 1 mM sodium pyruvate (ThermoFisher, 11360070), and 100 μg/mL penicillin/streptomycin (ThermoFisher, 15070063). Human primary dermal fibroblasts were obtained from ATCC (PCS-201-012). Cells were cultured and passaged four times in fibroblast basal medium (ATCC, PCS-201-030) supplemented with 5 ng/mL human recombinant FGF (rhFGF) β, 7.5 mM l-glutamine, 50 μg/mL ascorbic acid, 5 μg/mL human i recombinant nsulin, and 1% FBS (Fibroblast Growth kit low serum, ATCC PCS-201-041). MCF7 cells (ATCC, HTB22) were cultured in complete DMEM high-glucose medium (ThermoFisher, 11965092) supplemented with 10% FBS (ThermoFisher, 16000044), 1 mM sodium pyruvate (ThermoFisher, 11360070), and 100 μg/mL penicillin/streptomycin (ThermoFisher, 15070063). Cells were collected 2 to 4 h after passaging, dissociated using 0.25% trypsin-EDTA (ThermoFisher, 25200056) for 2 to 4 min at 37 °C, and sorted in either 96-well plates containing 3 μL lysis buffer or 384-well plates containing 0.3 μL of lysis buffer in each well.

mESCs were maintained and differentiated as described previously (40, 48). Briefly, mESCs were grown in serum-free 2i+LIF medium (complete medium: DMEM/F12 glutaMAX [Gibco, ThermoFisher, 10565018], 1% N2 supplement (Gemini Bio), 2% B27 supplement (Gemini Bio), 0.05% BSA fraction V (ThermoFisher, 15260037), 1% MEM-nonessential amino acids (ThermoFisher, 11140050), and 110 μM 2-mercaptoethanol (Pierce); supplemented with MEK inhibitor PD0325901 (0.8 μM), GSK3β inhibitor CHIR99021 (3.3 μM), and 10 ng/mL mouse LIF (Gibco, PMC9484)] in tissue culture (TC) dishes pretreated with 7.5 μg/mL poly-l-ornithine (Sigma) and 5 μg/mL laminin (BD). To induce spontaneous EB formation, cells were washed with PBS, dissociated with StemPro Accutase (ThermoFisher, A1110501) following the manufacturer’s protocol, transferred to serum-rich medium (complete medium: DMEM/F12 glutaMAX [Gibco], 1% N2 supplement [Gemini Bio], 2% B27 supplement [Gemini Bio], 0.05% BSA fraction V, 1% MEM-nonessential amino acids, and 110 μM 2-mercaptoethanol; supplemented with 10% FBS [ThermoFisher, 10439001]), and diluted to 10^6^ cells/mL. Each 10 μL of cell suspension were plated as a hanging drop in 10 cm^2^ TC dishes (15 to 20 drops per dish). Ten microliters of fresh serum-rich media was added to each drop on the day 4 postseeding. Primed mESCs were collected 6 h after seeding. EBs were collected and dissociated at days 4, 8, and 12 of culture.

### Cell Sort.

Lysis plates were prepared by dispensing 0.3 μL lysis buffer (4 U recombinant RNase inhibitor [RRI; Takara Bio, 2313B], 0.12% TritonX-100 [Sigma, 93443-100ML] in dH_2_O, 1 μM Smart-seq-total oligo-dT primer (5′-Biotin-/5BiosG/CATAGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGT_30_VN-3′; IDT) in TE buffer (IDTE [10 mM Tris, 0.1 mM EDTA], IDT) (see *SI Appendix*, Table S2 for a full list of oligos used in the present study) into 384-well hard-shell PCR plates (Bio-Rad HSP3901) using Mantis liquid handler (Formulatrix). For the comparison with Smart-seq2 (see *Comparison of Smart-seq2 and Smart-seq-total*, below), 96-well lysis plates were prepared with 3 μL lysis buffer. All plates were sealed with AlumaSeal CS Films (Sigma-Aldrich, Z722634), spun down, and snap-frozen on dry ice.

Cells were stained with calcein-AM and ethidium homodimer-1 (LIVE/DEAD Viability/Cytotoxicity Kit, ThermoFisher, L3224) following the manufacturer’s protocol and individual live cells were sorted in 384-well lysis plates using SONY sorter (SH800S) with a 100-μm nozzle chip. Plates were spun down and stored at −80 °C immediately after sorting.

### Generation of Smart-seq-total v1 Libraries.

To facilitate cell lysis and denaturation of the RNA, 384-well plates were incubated at 72 °C for 3 min, and immediately placed on ice afterward. Next, 0.2 μL of polyA tailing mix, containing 1.25U *E. coli* PolyA (New England Biolabs, M0276S), 1.25× PolyA buffer (New England Biolabs), 1.25 mM ATPs (New England Biolabs) and 4 U of RRI (Takara) were added to each sample. PolyA tailing was carried out for 15 min at 37 °C followed by 72 °C for 30 sec. After polyA tailing plates were immediately placed on ice for 2 to 5 min, 1 μL of reverse-transcription mix, containing 15 U SuperScript II (ThermoFisher), 4 U RRI (Takara), 1.5× First-Strand Buffer, 1.5 μM TSO (Exiqon, 5′-biotin-UCGUCGGCAGCGUCAGUUGUAUCAACUCAGACAUrGrG+G-3′), 7.5 mM DTT, 1.5 M Betaine (Sigma, B0300-5VL), 10 mM MgCl_2_ (Sigma, M1028-10X1ML), and 1.5 mM dNTPs (ThermoFisher, 18427013) was added to each well. Reverse transcription was carried out at 42 °C for 90 min, and terminated by heating at 85 °C for 5 min. Subsequently, 0.3 μL of TSO digestion buffer containing 1 U Uracil-DNA glycosylase (UDG, New England Biolabs, M0280S) were added to each well. Plates were incubated for 30 min at 37 °C. PCR preamplification was performed directly after TSO digestion by adding 3.2 μL of PCR mix to each well, bringing the reaction concentration to 1× KAPA HiFi MIX (Roche), 0.5 μM forward PCR primer (5′-TCGTCGGCAGCGTCAGTTGTATCAACT-3′; IDT), 0.5 μM reverse PCR primer (5′-GTCTCGTGGGCTCGGAGATGTG-3′; IDT). PCR was cycled as follows: 1) 95 °C for 3 min; 2) 21 cycles of 98 °C for 20 s, 67 °C for 15 s, and 72 °C for 6 min; and 3) 72 °C for 5 min. The amplified product was cleaned up using 1× ratio of AMPure beads on Bravo liquid handler platform (Agilent). Concentrations of purified product were measured with a dye-fluorescence assay (Quant-iT PicoGreen dsDNA High Sensitivity kit; Thermo Fisher, Q33120) on a SpectraMax i3x microplate reader (Molecular Devices). Samples were then diluted to 0.2 ng/uL. To generate sequencing libraries, 1.5 μL of diluted samples was amplified in a final volume of 5 μL using 2× KAPA mix and 0.4 μL of 5 μM i5 indexing primer, 0.4 μL of 5 μM i7 indexing primer. PCR amplification was carried out using the following program: 1) 95 °C for 3 min; 2) 8 cycles of 98 °C for 20 s, 65 °C for 15 s, and 72 °C for 4 min; and 3) 72 °C for 5 min.

To perform the library preparation in 96-well plates, we followed the above-described protocol, except that all volumes were scaled up 10 times.

### Generation of Smart-seq-total v2 Libraries.

Smart-seq-total v2 libraries were generated using similar to v1 protocol with a few modifications. Specifically, 0.1 μL of ERCCs (1:300,000 dilution, ThermoFisher) were added to each well, 384-well plates were incubated at 72 °C for 3 min, and immediately placed on ice afterward. Next, 0.2 μL of polyA tailing and 5′-prime capping mix, containing 0.1 U *E. coli* PolyA (New England Biolabs, M0276S), 1.25× PolyA buffer (New England Biolabs), 0.1 mM ATPs (New England Biolabs), 4 U of RRI (Takara), 0.1 U of Vaccina Capping enzyme (New England Biolabs, M2080S), 2.5 nM SAM, and 0.05 mM GTP were added to each sample. PolyA tailing and 5′ prime capping was carried out simultaneously for 15 min at 37 °C followed by 72 °C for 30 sec. After polyA tailing, plates were immediately placed on ice for 2 to 5 min, 1 μL of reverse-transcription mix, containing 15 U SuperScript II (ThermoFisher), 4 U RRI (Takara), 1.5× First-Strand Buffer, 1 μM TSO v2 (Exiqon, 5′-biotin-AdUGGCdUCGGAGAdUGdUGdUAdUAAGAGACAGdUCdUrGrG+G-3′), 7.5 mM DTT, 1.5 M Betaine (Sigma, B0300-5VL), 10 mM MgCl_2_ (Sigma, M1028-10X1ML), and 1.5 mM dNTPs (ThermoFisher, 18427013) was added to each well. Reverse transcription was carried out at 42 °C for 90 min, and terminated by heating at 85 °C for 5 min. Subsequently, 0.3 μL of TSO digestion buffer containing 2 U UDG (New England Biolabs M0280S) were added to each well. Plates were incubated for 60 min at 37 °C. PCR preamplification was performed directly after TSO digestion by adding 3.2 μL of PCR mix to each well, bringing the reaction concentration to 1× KAPA HiFi MIX (Roche), 0.5 μM forward PCR primer (5′-GCTCGGAGATGTGTATAAGAGACAG-3′; IDT), 0.5 μM reverse PCR primer (5′- TCGTCGGCAGCGTCAGTTG-3′; IDT). PCR was cycled as follows: 1) 95 °C for 3 min; 2) 21 cycles of 98 °C for 20 s, 65 °C for 15 s, and 72 °C for 5 min; and 3) 72 °C for 5 min. The amplified product was cleaned up using 1.8× ratio of AMPure beads on Bravo liquid handler platform (Agilent). Concentrations of purified product were measured with a dye-fluorescence assay (Quant-iT PicoGreen dsDNA High Sensitivity kit; Thermo Fisher, Q33120) on a SpectraMax i3x microplate reader (Molecular Devices). Samples were then diluted to 0.2 ng/uL.

To generate sequencing libraries through direct indexing, 1.5 μL of diluted samples was amplified in a final volume of 4 μL using 2× KAPA mix, 0.025 μL of 1 μM Smart-seq-total index Amp primer (5′- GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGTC-3′), and 0.4 μL of 5 μM i5 indexing primer, 0.4 μL of 5 μM i7 indexing primer. PCR amplification was carried out using the following program: 1) 95 °C for 3 min; 2) 10 cycles of 98 °C for 20 s, 62 °C for 15 s, and 72 °C for 5 min; and 3) 72 °C for 5 min.

To generate libraries through tagmentation, we followed previously described procedure (49).

### Library Pooling, Ribosomal Sequence Digestion, and Sequencing.

After library preparation, wells of each library plate were pooled using a Mosquito liquid handler (TTP Labtech). If pooling tagmented and nontagmented libraries, the two types of libraries were mixed in ∼1:1 molar ratio. Pooling was followed by a purification with 0.8× AMPure beads (Fisher, A63881). Ribosomal reads were digested using DASH (depletion of abundant sequences by hybridization), as described previously (23) (see *SI Appendix*, *Supplementary Protocol* for details). Briefly, the guides designed to target 45S rRNA and other abundant sequences (*SI Appendix*, Table S1) were combined with tracer RNA and assembled with Cas9 protein in 2:1 ratio. The assembled complexes were incubated with the sequencing library in 1× Cas9 buffer (*SI Appendix*, Table S1) for 1 h at 37 °C. Following rRNA sequence digestion, Cas9 was inactivated through incubation with proteinase K for 15 min at 50 °C. The library was then purified twice, first using 1.2× AMPure beads to DNA ratio. then using 2% Pippin Prep gels (Sage Sciences) in the 210- to 600-bp range.

Library quality was assessed using capillary electrophoresis on a Fragment Analyzer (AATI), and libraries were quantified by qPCR (Kapa Biosystems, KK4923) on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad). Plate pools were normalized to 2 nM and equal volumes from eight plates were mixed together to make the sequencing sample pool. A PhiX control library was spiked in at 10% before sequencing. Smart-seq-total v1 libraries were sequenced on the NovaSEq. 6000 Sequencing System (Illumina) using 1 × 75- or 1 × 100-bp single-end reads (using custom Read 1 sequencing primer: 5′- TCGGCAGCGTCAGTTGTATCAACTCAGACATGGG-3′) and 2 × 12-bp index reads. Smart-seq-total v2 libraries were sequenced on the NextSEq. 500 Sequencing System (Illumina) using 1 × 30- and 1 × 112-bp paired-end reads (using custom Read 1 sequencing primer: 5′-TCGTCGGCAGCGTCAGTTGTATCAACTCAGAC-3′) and 2 × 12-bp index reads (using custom Index 2 sequencing primer: 5′- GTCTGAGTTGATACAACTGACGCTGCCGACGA-3′).

### Data Processing.

Sequences from the NovaSeq were de-multiplexed using bcl2fastq v2.19.0.316. The analysis of Smart-seq-total v1 and Smart-seq-total v2 data were carried out as described in GitHub Smart-seq-total page (https://github.com/aisakova/smart-seq-total/blob/master/README.md). Briefly, for Smart-seq-total v1, reads were trimmed from polyA tails using cutadapt v1.18 with the following parameters: -m 18 -j 4 -a AAAAAAAAAA -a TTTTTTTTTT. Reads were then aligned to the human (GRCh38) or mouse (GRCm38) genomes using STAR_v2.7.0d (50) with the following parameters: –outFilterMismatchNoverLmax 0.05 –outFilterMatchNmin 18 –outFilterMatchNminOverLread 0 –outFilterScoreMinOverLread 0 –outMultimapperOrder Random. Reads mapping to multiple locations were assigned either to a location with the best mapping score or, in the case of equal multimapping score, to the genomic location randomly chosen as “primary.”

Transcripts were counted using *featureCounts* v1.6.1 (51) with the following parameters: -M –primary -s 1. GENCODE v32 and GENCODE M23 (52) annotations were used for human and mouse reads, respectively. tRNA was quantified using high-confidence gene set obtained from GtRNA (53). To account for multimappers, “primary” alignment reported by STAR was counted. For miRNA and tRNA, all reads mapping to arms or the stem loop were summed to quantify the expression at the gene level.

### Comparison of Smart-seq2 and Smart-seq-total.

HEK293T cells were sorted in 96-well plates containing 3 μL of lysis buffer (as described above). The reaction volumes for Smart-seq-total were scaled up 10 times compared to 384-plate format (i.e., RNA from each cell was polyadenylated in 5 μL, reverse-transcribed in 15 μL, and cDNA was preamplified in 15 μL total volume). We retrieved Smart-seq2 data from Picelli et al. (19) (GSE49321). Smart-seq2 and Smart-seq-total reads were mapped using STAR and counted using featureCounts, as described above. Comparisons between protocols in *SI Appendix*, Fig. S1*C* were generated on depth-normalized libraries, using 2.5 million randomly selected reads per adaptor-trimmed library (or all reads for libraries that had less than 2.5 million reads) to compute expression levels (counts per million, cpm).

### Unsupervised Clustering and Dimensionality Reduction Analysis of Human Cell Types.

Standard procedures for filtering, variable gene selection, dimensionality reduction, and clustering were performed using the Seurat package v3.1.4 (54). Cells with fewer than 2,000 detected genes and those with more than two Mio reads were excluded from the analysis. Counts were log-normalized for each cell using the natural logarithm of 1 + cpm. Variable genes were selected based on overdispersion analysis and projected onto a low-dimensional subspace using PCA. The number of PCs was selected on the basis of inspection of the plot of variance explained. Cells were visualized using a two-dimensional t-SNE of the PC-projected data. Dimensionality reduction parameters for t-SNE (resolution and number of PCs) were adjusted on a per cell type and per biotype basis and can be viewed in the Rmd files available on GitHub. Cells were assigned a cell cycle score using Seurat’s CellCycleScoring() function using cell cycle markers described in Tirosh et al. (30).

### Clustering of Coding and Noncoding Genes.

Clusters of coding and noncoding genes shown in Fig. 2*B* were computed and visualized using the DEGreport R package (55). The top 250 marker genes for each cell-cycle phase and all noncoding genes with average expression ln(cpm+1) > 0.05 in at least one phase were used for this analysis. Gene-expression values were normalized using variance stabilizing transformation (56) before clustering. Further details of the analysis can be viewed in the Rmd files available on GitHub.

### Correlation between Mature miRNAs and mRNA.

Total RNA fraction and a corresponding small RNA fraction of a Smart-seq-total v2 library were sequenced separately on NextSeq 500 sequencer. Sequencing data from both libraries was processed as described above (also see https://github.com/aisakova/smart-seq-total/blob/master/README.md). Small RNA and total RNA count tables were normalized and log-transformed separately. Pearson coefficients were computed for all pair-wise correlations between miRNAs and all other genes detected in ∼300 HEK293T cells [present in at least 30 cells, ln(cpm+1) > 1]. Predicted and validated targets were annotated using *multiMiR* pipeline (scanning predictions from various databases, such as TargetScan, mirTarBase, miRanda, and so forth) (57). Predicted targets were limited to those listed in two or more external databases. Validated targets with “weak” evidence were excluded from the analysis [(abs(*r*)) >0.5, adjusted *P* value <0.01] (*SI Appendix*, Fig. S15*A*). GO was performed on ∼100 to 200 top correlated (*r* > 0.3, adjusted *P* < 0.01) or ∼100 anticorrelated (*r* < −0.3, adjusted *P* < 0.01) genes. The 10 GO terms with lowest *P* value in Kolmogorov–Smirnov test were used (*SI Appendix*, Fig. S15*B*)

### Preprocessing and Clustering of mESCs.

Standard procedures for filtering, variable gene selection, dimensionality reduction, and clustering were performed using the Seurat package v3.1.4 (54). Cells with fewer than 1,000 detected genes and those with more than two Mio reads were excluded from the analysis. Counts were log-normalized for each cell using log_1_p(counts) and 1e4 scale factor. Variable genes were projected onto a low-dimensional subspace using PC analysis. The number of PCs was selected on the basis of inspection of the variance explained plot. A shared nearest-neighbor graph was constructed on the basis of the Euclidean distance in the low-dimensional subspace spanned by the top PCs. Cells were visualized using the uniform manifold approximation and projection (UMAP) algorithm (58) of the PC-projected data. Clusters were annotated based on the expression of known marker genes corresponding to one of the three germ layers. Cells were assigned a cell-cycle score using Seurat’s CellCycleScoring() function and cell-cycle markers described in Tirosh et al. (30)

### Developmental Trajectory Inference of EB Differentiation.

Developmental trajectory of mESC differentiation was inferred using PAGA through dynoverse wrapper (59). Pseudotime coordinates computed from the trajectory were appended to Seurat object and further used to generate Fig. 3 *C*–*F*.

### Correlation between Coding and Noncoding RNA Levels.

Spearman coefficients were computed for all pair-wise correlations of expressed genes [average ln(cpm+1) > 2 across all cells]. The resulting matrix was subset to only mRNA:ncRNA correlations. Pairs with Spearman’s ρ > 0.5 were used to generate a chord diagram shown in *SI Appendix*, Fig. S17*A* and pairs with Spearman’s ρ < −0.5 were used to generate a chord diagram shown in *SI Appendix*, Fig. S17*B*.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

The data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE151334) (61). All code used for analysis is available on GitHub (https://github.com/aisakova/smart-seq-total/).

## Change History

January 21, 2022: The byline has been updated.

How the deposited data were processed for this re-analysis (not part of the article)

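The deposited data cover single cells prepared with Smart-seq-total. Human cells of 3 types (dermal fibroblasts from primary culture, MCF7, HEK293T) and mouse cells at days 0, 4, 8 and 12 of EB formation were prepared with the first protocol, and 359 HEK293T cells with the UMI version. The count values of the first protocol are raw read counts per gene and cell, as deposited. To make them the authors converted base calls with bcl2fastq 2.19.0.316, trimmed reads with cutadapt 1.18, aligned them with STAR 2.7.0d with a minimum match of 18 bases, kept 1 primary location per read, and counted genes with featureCounts 1.6.1 on GENCODE 32 for human and 23 for mouse, with tRNA from GtRNAdb. The count values of the UMI version are UMI counts as the authors name them, and for their processing the paper refers to its general description and to a web page. The way UMIs were collapsed is not given in the sources used here. Whole-number values and differing totals per cell were checked in each table. Genes were matched by symbol.

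Cells were taken from the sample labels. Left out were 55 columns that match no single sample: 39 mouse columns with repeated well names, 15 columns that hold tagmented and untagmented libraries together, and 1 column of unassigned reads. HEK293T cells from the 96-well experiment and mature miRNA reads were not analysed here. Human cells needed at least 2000 genes and mouse cells at least 1000 genes, each with at most 2000000 reads, as in the paper's methods, which left 610 human and 1084 mouse cells. No filter was applied to the UMI cells. Where depth matters, each cell was thinned at random to the 10th percentile of totals, 235068 reads for human and 70226 for mouse cells, and to 42031 counts for the comparison of protocols. Cells below that depth were left out. The precision of a level follows from its summed counts, and a count of 0 was taken to allow up to 3 counts.

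The tables hold no named cultures, and each GEO sample is 1 cell. Each cell type or day was therefore treated as 1 sample, and levels were computed from counts summed over cells, scaled to the group total (CPM) or given as shares, with exact Poisson or Clopper-Pearson intervals at 95% (scipy 1.17.1). RNA types came from the authors' RNA type column in the UMI table, which also covered 94.9% of the human counts of the first protocol. Other human genes were typed by symbol, by Dataset S1 or by GENCODE 44, and mouse genes by GENCODE M21 or by symbol. Gene lists for cell types, histones, imprinted and miRNA clusters, replication, mitosis and metabolism were written from general knowledge before the counts were seen. The mouse ectoderm list also holds Olfr787, a marker that the paper names, and Stau2, which is treated here as another. The genes named in the text are those the paper names and, per group and RNA class, the 3 genes with the largest ratio to the highest other group, among genes with at least 200 counts and reads in at least 25% of cells. Separation of cell types used 20 principal components of ln(CPM + 1) and 10 nearest neighbors (sklearn 1.9.0), with genes read in at least 5% of cells.

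Cell-cycle phases were called with Seurat 5.3.0. Counts were summed per cell type and phase, and each phase was compared with the mean of the other two with edgeR 4.0.16, quasi-likelihood, with cell type as a block and Benjamini-Hochberg adjustment at 0.05 over all genes. Sets were tested with fry of limma 3.58.1. The edgeR procedure was tested on data simulated for the comparison of S, with 50 changed genes per fold. It recovered 0% at 1.5-fold, 2% at 2-fold, 30% at 4-fold and 46% at 8-fold, with 0 false calls. Mouse cells were clustered in Seurat with 2000 variable protein-coding genes, LogNormalize at a scale of 10000, 20 components, 20 neighbors and a Louvain resolution of 0.5. A cluster was named when at least 3 genes of 1 marker list, each read in at least 10% of its cells, were highest there and no other list had as many. Clusters of low totals were left unnamed and were not compared when the other clusters were named. Spearman rho was computed over cells for genes with a mean ln(CPM + 1) over 2. Wells left out for too few genes were compared with kept cells on each mouse plate, and primer and adapter sequences printed in the paper were compared with transcripts at 16 bases or more.

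Alternatives were run without the cell filter, with means over cells in place of sums, after thinning, with RN7SK and RN7SL genes left out, with other numbers of components, neighbors or resolutions, with DESeq2 1.42.0, without each cell type in turn, within days and with Pearson r. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.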

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

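The tests on the slope of reads against totals, on reads carried over between wells and on library batches were chosen only after the result was seen.

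Mouse wells left out for too few genes, a part of the data the paper does not analyse, held reads of some genes in amounts like those in kept cells. In the 130 day 12 wells left out, the median was 123.5 reads for Tug1 and 1251.5 for Plekhh2, against 133 and 1202 in kept cells, and 361 genes had such a median of at least 50% of that in kept cells on at least 1 plate. Primer and adapter sequences printed in the paper's main text had an exact match in 0% of the 115 of these genes that were compared. The comparison did not cover other oligos, matches with mismatches or sequence outside transcripts. It therefore cannot exclude primer and adapter sequence as the source. Reads carried over evenly from kept wells of the same plate are excluded on 6 of 6 plates. The ratio of left-out to kept medians there was at most 0.000135 for Rn7sk and 0.0116 for Actb. Reads carried over from wells of other plates were not tested. A candidate explanation is a difference between library batches, since 9 of 10 such genes of the first day 0 plate were shared with day 8 and 1 of 9 of the third day 0 plate, and what produces these reads stays open.

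The ectoderm genes that the paper names were the second pattern, because Pax6, Tug1 and Gm49024 are among those 361 genes. Reads that do not come from the RNA of the cell would leave like medians in wells left out at day 4, and that held for 1 of 5 genes, which leaves this explanation open. RNA of the cell as the only source would make reads grow with the total of a cell. At day 4, 4 of 5 genes (Pax6, Olfr787, Tug1 and Gm49024) had a slope under 0.25, where Actb had 1.40. This argues against RNA of the cell as the only source for Pax6, Tug1 and Gm49024. It does not exclude such RNA as a part, since kept cells had higher medians at day 4, 536 against 183.5 for Tug1. Where reads do not grow with totals, low totals of some cells may raise the CPM of these genes at day 4. Totals do not account for the difference from day 8, where the median total was 344356 against 349590 at day 4. Median Tug1 reads were 536 at day 4 and 97 at day 8, and median Pax6 reads 27 and 3. Stau2 had a slope of 0.25. Olfr787 had a median of 0 reads, and so few reads give a flat slope whatever their source.

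The gene Gm24245 held 4.55% of all day 12 counts and 97.2% of the counts of miRNA genes. The paper names other miRNA genes singly, and its Dataset S4 lists Gm24245 as a partner of Mir19b-2. At day 0 it held 1.78% of counts and 94.4% of miRNA counts. The shares of the miRNA class by day are thus those of this gene. Which RNA its reads come from was not tested.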

How the results depend on the processing

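Main settings and most alternatives were fixed before the data were examined, and the alternatives marked as added were chosen after seeing the data. No paired analysis was possible because no label gives the groups shared replicate numbers, and the test between phases has cell type as a block. The alternatives set for mature miRNAs and for miRNA-mRNA correlations in the UMI cells were not run. Depth limits what can be seen, since thinning left 70226 reads per mouse cell and 235068 per human cell. A count is taken here as the same when it lies within 1.5 times the main count, a share when it lies inside the 95% interval of the main value, a ratio of genes per cell within 1 SD of the day 0 plates, a log2 ratio between cell types within 0.2, and a set test when it stays on its side of the threshold. For 14 main results, 46 of 68 values under another setting stayed the same, 22 moved and 0 were reversed, and 7 results never moved. For 25 further values, 66 of 92 stayed the same, 21 moved and 5 were reversed. The cause was not tested for any of these shifts.

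Without the cell filter, the share of RN7SK and RN7SL genes was 32.6% against 33.3%. As a mean over cells it was 32.9%, with RN7SK and RN7SL1 alone 32.0%, and with 7SK and Metazoa_SRP counted too, an added setting, 41.1%. The mean over cells moved the protein-coding share of the UMI cells to 62.1% from 63.5%. Separation by miRNA genes was 88.4% with 10 components and 83.1% after thinning, against 91.5%. Histone genes highest in S in all 3 cell types numbered 12 with phases called after thinning and 14 with phases called within each cell type, an added setting, against 32. With a Louvain resolution of 1.0 the mouse cells gave 11 clusters in place of 7. Histone genes with a rho over 0.5 were 92.6% of the list, 57.4% after thinning, 21.4% at day 0 alone and 5.56% within days.

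Genes called across phases, 2 with the main settings, were 131 with DESeq2 and 284 without the filter on low counts. The count was 0 without the block for cell type, 0 with each cell scaled to the same total, 0 with the paper's thresholds and 0 with phases called within each cell type, an added setting. Leaving out fibroblasts or MCF7 gave 0 and leaving out HEK293T gave 1, a gene higher in G1, a range of 0 to 1.

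The ratio of genes per cell at day 0 to the later days was reversed for 4 RNA types. Without thinning it was 1.39 for miRNA against 0.977, 1.13 for snRNA against 0.973, 1.16 for miscRNA against 0.962 and 1.03 for Mt_tRNA against 0.964. Thinning to 35113 reads gave 1.04 for snRNA.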

Differences from the paper's values

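Of 37 values of the paper that were compared, 29 did not differ from the values here and 8 did. Numbers and shares had to be over 1.5 times apart to count as different, and correlations further apart than the 95% interval. The paper computed markers of cell types with a Wilcoxon rank sum test, and its text does not state the replicates of the tests between phases, while here counts were summed per cell type. The paper analysed 913 mouse cells and 1084 were kept here, so the mouse shares and correlations below are not over the same cells.

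At day 0, 376 cells passed the filter, where the paper's number is about 200 cells per time point. Without the filter there were 1034, which differs too. Histone genes with a rho over 0.5 made up 92.6% of the 54 that passed the minimum level, against the paper's 50% of histone genes. The paper counts identified histone genes, and 62 had a count here, so the shares may rest on different sets. After thinning they made up 57.4%, which does not differ from the paper's value, and the values within days, 5.56%, at day 0 alone, 21.4%, and with Pearson r, 94.4%, all differ. Fibroblasts in G1 numbered 42, where the paper shows about 20 in Fig. 2A, read by eye. Phases called after thinning gave 42 and no filter gave 52, and both differ.

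In Dataset S4, the sign was the same for all 760 pairs and the median absolute difference was 0.03. The 8 pairs compared singly are the paper's highest and lowest of 4 miRNA genes, and 5 of them differ. Mir19b-2 with Gm26175 had a rho of 0.59 against the paper's 0.640, and Pearson r, 0.61, does not differ while the other alternatives do. Mir19b-2 with Gm24245 had -0.19 against the paper's -0.314, and day 0 cells alone, at -0.30, do not differ while the others do. For Mir298 with Trim71, -0.27 against the paper's -0.458, Mir351 with Col3a1, 0.50 against the paper's 0.563, and Mir351 with Dppa5a, -0.29 against the paper's -0.420, every alternative run differs.

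The paper gives phases of MIR16-2 and MIR222 by cell type and lists MIR27A, MIR103A2 and MIR877 as more abundant in G2M without naming a cell type. Read here as highest in G2M in each of the 3 cell types, a reading the paper does not state, the latter bring the statements to 13. Of these, 7 held in the main setting, 8 with means of ln(CPM + 1), 7 with phases called after thinning, 5 without the filter and 10 with phases called within each cell type, a setting added later. In the main setting MIR16-2 in fibroblasts was highest in G2M and not in S. By the reading used here, MIR27A in MCF7, MIR103A2 in fibroblasts and HEK293T, and MIR877 in fibroblasts and MCF7 had their highest level outside G2M. Over 5 settings the statement on MIR16-2 as highest in S held in 2, that on MIR103A2 in HEK293T in 2 and that on MIR877 in MCF7 in 2, and those on MIR27A in MCF7 and on MIR103A2 and MIR877 in fibroblasts in 0. No class of noncoding RNA had a gene called higher in G2M by edgeR. There, 508 genes of all classes had an unadjusted p under 0.05 in either direction, and chance gives 923. The test took the 3 cell types as replicates, so a change in a single cell type could be missed. In the simulated comparison of S it recovered 30% of genes changed 4-fold. The 0 calls therefore do not decide the paper's statement on G2M. DESeq2 called 30 genes higher in G2M and edgeR without the filter on low counts called 43, of any class.

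Of the 18 ncRNAs the paper names as going down or up with differentiation, 16 did so against every day 0 plate. Mir19b-2 at day 12 was not below the lowest day 0 plate, and Lockd was not above the highest. miRNA genes per mouse cell were not more numerous at day 0 after thinning, and were without thinning. MIR17HG was read in fibroblasts as well as in HEK293T. The protein-coding partners of Mir370 with the highest rho were Sparc, Col3a1, Peg3, Cald1 and Marcks.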

Other observations

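The test of histone partners within days was chosen only after the result was seen.

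Blood genes had most of their reads at day 8. Hba-x, an embryonic globin, had 14396 counts in 2.15% of day 8 cells, Hba-a1 had 7538 and Hba-a2 7441, and Hbb-bh1, another embryonic globin, had 2984 counts in 2.69% of cells. The summed level of the blood list was 370.3 CPM at day 8, 0.529 at day 0, 0.122 at day 4 and 0.0497 at day 12. Kdr, a receptor of endothelial and early mesoderm cells, had 1.63 CPM at day 0 and 109 at day 12, where 45.5% of cells had reads. The paper's text names neither the globin genes nor Kdr, and Dataset S3, not read in full here, lists Kdr for mesoderm. A few cells carry the blood genes, on 1 plate.

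Clustered miRNA genes moved as groups between day 0 and day 12. All 5 genes of the miR-302/367 cluster and 4 of 5 of the miR-106a/363 cluster with enough counts (at least 100 over days 0 and 12) were lower at day 12 than on every day 0 plate. All 4 such genes of the miR-322/351 cluster were higher, with Mir503 at 0.140 CPM at day 0 and 10.7 at day 12 and Mir322 at 0.0350 and 4.25. Of 14 listed noncoding genes of the imprinted Dlk1-Dio3 region, 8 had enough counts and all 8 were higher at day 12, with Rian at 96.9 CPM and 235, Mirg at 25.5 and 79.0 and Mir382 at 1.05 and 7.54. H19, another imprinted lncRNA, had 0.369 CPM at day 0 and 136 at day 12. Of the lists by cell type, counting genes with enough counts, 15 of 15 mesoderm, 8 of 13 endoderm and 3 of 3 replacement histone genes were higher at day 12 than on every day 0 plate, and 8 of 9 genes of primed cells and 3 of 4 of the primitive streak were lower. Endothelial genes were higher for 3 of 4, and neural ectoderm, cardiomyocyte, neural crest and trophoblast genes went both ways, with 5 higher and 5 lower of 14, 1 and 2 of 4, 2 and 2 of 4, and 2 and 2 of 5. The Mir290a gene of the miR-290/295 cluster was lower, and the miR-17/92 cluster had 0 reads, which need not mean that it is not expressed. Each later day is 1 plate, and a difference between plates was not tested.

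Among human lists, metabolism and growth genes split between the lines. Of 25 replication genes, 22 were highest in HEK293T, and of 23 mitosis genes 12 were highest in fibroblasts and 11 in HEK293T. Glycolysis genes were highest in MCF7 for 9 of 16 and genes of oxidative phosphorylation in HEK293T for 9 of 15. All 3 genes of the miR-106b/25 cluster were highest in HEK293T and all 3 Y RNA genes in fibroblasts. snoRNA host genes were spread, with 5, 5 and 4 highest in fibroblasts, HEK293T and MCF7, and replacement histones with 2, 4 and 4. Of 19 other structural ncRNAs 12 were highest in fibroblasts. The separate miRNA genes of the miR-17/92 cluster had 0 reads in all 3 types, and of the miR-106a/363 cluster MIR19B2 had 309 reads in HEK293T and 149 in fibroblasts. The 0 reads are not evidence of absence, since the host transcript MIR17HG had reads and the paper found mature members in HEK293T cells. How reads shared by a miRNA gene and its host were counted was not examined.

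For the phases, fry called 0 of 78 sets. Mitosis genes outside the score had 22 of 22 genes with a positive log2 fold change in G2M and an adjusted p of 0.10 by fry. Replication genes outside the score had a median log2 fold change of 0.74 in S, with 22 of 22 positive and an adjusted p of 0.20. The matrix genes had an adjusted p of 0.10 in G1. Whether the 2 genes called across phases could be due to chance was tested by regrouping the phase sums within cell types: 8 of 36 splits, the real one included, called at least as many, the highest other split called 2, and chance cannot be excluded.

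Mouse histone genes with a rho over 0.5 were 92.6% over all cells, 57.4% after thinning alone and 5.56% within days. The value within days is the one that raised the question of a difference between days, so it cannot support that explanation. Day, plate and depth cannot be told apart, and which of them matters stays open.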
